# Downregulation of hepatic lncRNA Gm19619 improves gluconeogenesis and lipogenesis following vertical sleeve gastrectomy in mice

**DOI:** 10.1038/s42003-023-04483-0

**Published:** 2023-01-27

**Authors:** Zhipeng Fang, Mingjie Fan, Dongqiang Yuan, Lihua Jin, Yangmeng Wang, Lili Ding, Senlin Xu, Jui Tu, Eryun Zhang, Xiwei Wu, Zhen Bouman Chen, Wendong Huang

**Keywords:** Non-alcoholic fatty liver disease, Non-alcoholic fatty liver disease

## Abstract

Long non-coding RNAs (lncRNAs) are emerging important epigenetic regulators in metabolic processes. Whether they contribute to the metabolic effects of vertical sleeve gastrectomy (VSG), one of the most effective treatments for sustainable weight loss and metabolic improvement, is unknown. Herein, we identify a hepatic lncRNA *Gm19619*, which is strongly repressed by VSG but highly up-regulated by diet-induced obesity and overnight-fasting in mice. Forced transcription of *Gm19619* in the mouse liver significantly promotes hepatic gluconeogenesis with the elevated expression of G6pc and Pck1. In contrast, AAV-CasRx mediated knockdown of *Gm19619* in high-fat diet-fed mice significantly improves hepatic glucose and lipid metabolism. Mechanistically, *Gm19619* is enriched along genomic regions encoding leptin receptor (Lepr) and transcription factor Foxo1, as revealed in chromatin isolation by RNA purification (ChIRP) assay and is confirmed to modulate their transcription in the mouse liver. In conclusion, Gm19619 may enhance gluconeogenesis and lipid accumulation in the liver.

## Abstract (web summary)

A hepatic lncRNA Gm19619, which is repressed by vertical sleeve gastrectomy but upregulated by obesity and fasting, regulates gluconeogenesis and lipid metabolism in mice through Foxo1-G6pc/Pck1 and Lepr signaling pathway respectively.

## Introduction

Vertical sleeve gastrectomy (VSG) is currently one of the most popular and efficacious bariatric surgeries for sustainable weight loss and the subsequent improvement of diabetes and other obesity-related complications^1,2^. Previously, we and other groups have reported several molecular mechanisms that contribute to the effects of VSG^3–7^. Briefly, we reported that the membrane-bound G protein-coupled bile acid receptor TGR5 was required to maintain the metabolic effects of VSG in mice^5,8^. The expression of TGR5 was increased significantly by VSG to improve glucose control and increase energy expenditure. Recently, we revealed that the intestinal levels of bile acids were significantly reduced by VSG, thereby restricting fat absorption in the intestine^6,9^. However, the molecular mechanism underlying the metabolic improvement of VSG is still largely unknown. A better understanding of the molecular mechanism of VSG may lead to the development of novel therapeutic treatments for obesity and avoid invasive surgery^10,11^.

Besides their protein-coding counterparts, long non-coding RNAs (lncRNAs) have been reported to play important roles in metabolic regulation. For example, activation of the liver X receptors (LXR) can robustly induce the expression of a hepatic lncRNA *LeXis*, which then affects the expression of genes involved in cholesterol biosynthesis and alters the cholesterol levels^12^. Cholesterol is also reported to induce other liver lncRNAs, such as *CHROME*, to promote cholesterol efflux and high-density lipoprotein (HDL) biogenesis by binding to several functional microRNAs^13^. Moreover, the lncRNA *lncOb*, which is found to be important for leptin expression, is repressed in diet-induced obese mice and can lead to a leptin-responsive form of obesity^14^. However, little is known whether lncRNAs mediate the metabolic effects of bariatric surgery.

In this study, we took advantage of our well-established VSG mouse models to screen for candidate lncRNAs whose hepatic expression was responsive to VSG operation in mice. Among them, we identified and characterized the functions of a hepatic nuclear lncRNA *Gm19619*, which is repressed by VSG in mice. Interestingly, *Gm19619* was strongly induced by both diet-induced obesity and overnight-fasting. Forced transcription of *Gm19619* by AAV in the mouse liver significantly enhanced hepatic gluconeogenesis. In contrast, AAV-CasRx mediated knockdown of *Gm19619* in HFD-fed mice profoundly improved both hepatic glucose and lipid metabolism. We further demonstrated that *Gm19619* may promote gluconeogenesis by activating the *Foxo1*-*G6pc*/*Pck1* pathway, and facilitate lipid accumulation by inhibiting the leptin receptor (*Lepr*) signaling pathway.

## Results

### VSG strongly suppressed the transcription of *Gm19619*

In our previous studies, we had succeeded in performing the VSG operation on HFD-induced obese mice^5,6^. The results showed that VSG could induce a significant weight loss in mice when compared with sham-operated mice. Blood glucose regulation was also strikingly improved in VSG-operated mice. The RNAseq result confirmed the repression of several key genes involved in lipogenesis, such as *Fasn*, *Scd1*, *Cd36*, and *Srebf1*, and two gluconeogenesis marker genes *G6pc* and *Pck1* (Fig. 1a). These data suggested that the VSG on mice faithfully recapitulates its metabolic effects in human patients. Due to the emerging important roles of lncRNA in metabolism, we profiled the differentially transcribed liver lncRNAs between VSG- and sham-operated mice as well. The results showed around 1900 lncRNAs were mapped to the mouse genome and 40 lncRNAs were found to be significantly changed (fold change >1.67 and *p* < 0.05) after VSG operation in mice (Fig. 1a). Among them, *Gm19619* was verified by qPCR to be a top candidate that was strongly downregulated in the livers of VSG-operated mice. Moreover, we further confirmed that the hepatic expression level of *Gm19619* in lean mice was much lower compared to that in diet-induced obese mice (Fig. 1b). Additionally, in the overnight-fasted mice, fasting strongly elevated the transcriptional level of *Gm19619* (Fig. 1c). In mouse immortal hepatocytes AML12 cell line, mimicking the activation of glucagon pathway by forskolin treatment strongly elevated the transcription of *Gm19619* (Fig. 1d). All these results consistently indicate that *Gm19619* is a highly responsive lncRNA to VSG and metabolic conditions, which highlights its potential function in regulating hepatic metabolism.

**Fig. 1:**
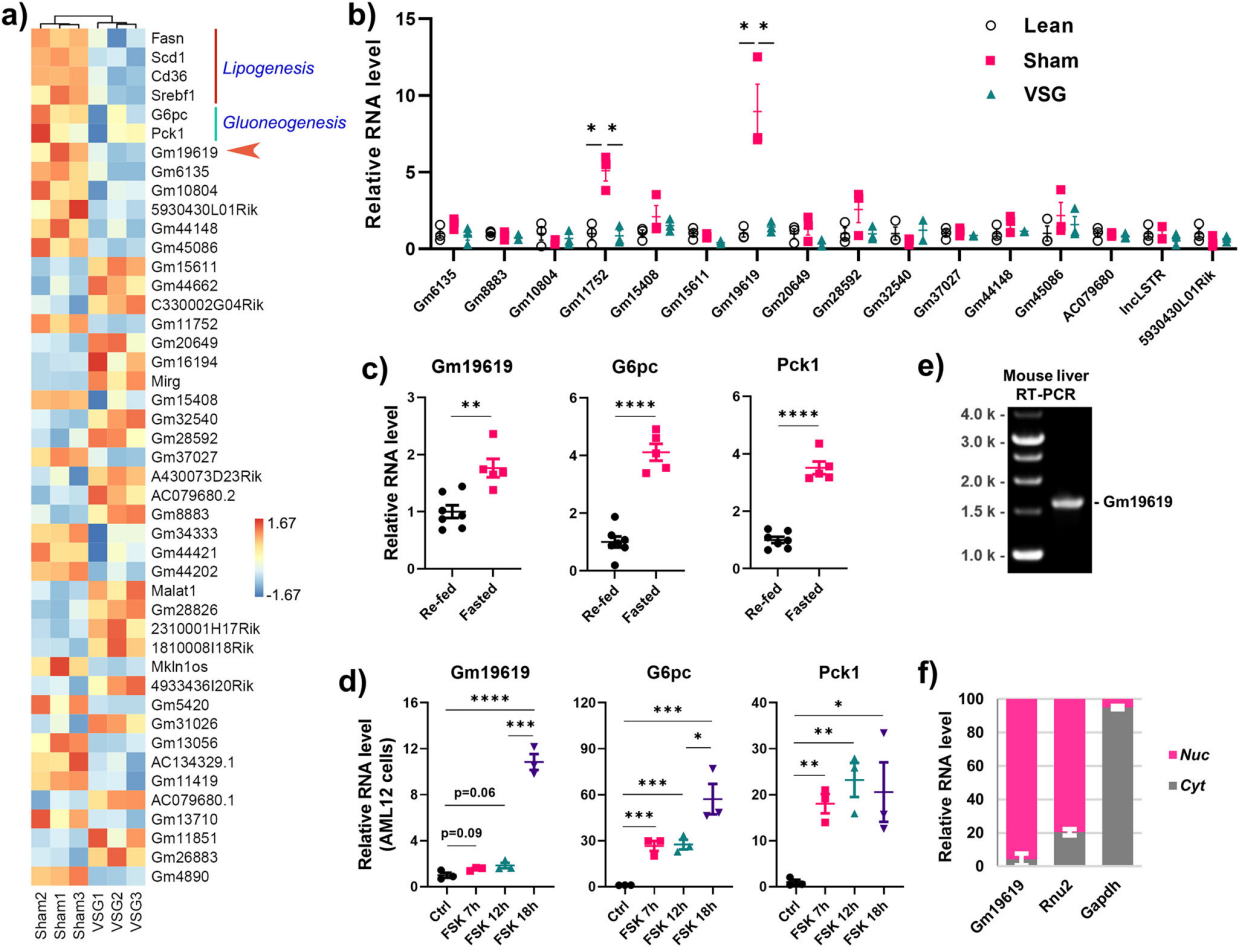
*Gm19619* is a hepatic nuclear lncRNA which can be upregulated in both obese-sham-operated and overnight-fasted mice livers. **a** Heatmap showing the several protein-coding metabolic genes involved in lipogenesis (*Fasn*, *Scd1*, *Cd36*, and *Srebf1*) and gluconeogenesis (*G6pc* and *Pck1*), and the top 40 differentially transcribed lncRNAs with a fold change over 1.67 (*p* < 0.05) of the counts in FPKM in the RNAseq data of sham or vertical sleeve gastrectomy (VSG) operated mice livers (*n* = 3). **b** The relative level of different lncRNAs in lean, sham, or VSG-operated mice liver by real-time PCR (*n* = 3). **c**, **d** The relative RNA level of *Gm19619*, *G6pc*, and *Pck1* in overnight-fasted (16 h) (*n* = 5) and re-fed (4 h) (*n* = 7) mice liver (**c**), and in murine immortal hepatocytes AML12 cells after treatment of 10 μM forskolin for 7, 12, and 18 h (*n* = 3) (**d**). **e** The full length of *Gm19619* RNA was determined by RT-PCR using mouse liver cDNA after its 5′ and 3′ sequence was confirmed by RACE-PCR. **f** Real-time PCR determined the distribution of *Gm19619* RNA in nucleus and cytosol (*n* = 3). *Rnu2* and *Gapdh* RNA served as the marker of the nucleus and cytosol, respectively. Two-tailed unpaired *t*-test. Error bars represent the SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

For further study, the comparative genomics method PhyloCSF was first applied to check that *Gm19619* only possessed a barely translational potential^15^. The data from the FANTOM5 database indicated that *Gm19619* was specifically transcribed in mouse liver but no other tissues (Supplementary Fig. 1)^16^. Both the 5′ and 3′ ends of the *Gm19619* transcript were determined by the rapid amplification of cDNA ends PCR (RACE-PCR)^17,18^. By using the primers targeting both ends of *Gm19619* full-length RNA and mouse hepatic cDNA as templates for PCR, we confirmed that *Gm19619* has only one isoform around 1600 nt in mouse liver with a 3′ poly(A) tail (Fig. 1e and Table 1). Because the cellular location is highly correlated with the function of lncRNA, the cytosolic and nuclear RNA in mouse primary hepatocytes were fractionated respectively for quantification. Most of the *Gm19619* RNA was confirmed to be in the nucleus, indicating its potential regulatory function in chromatin gene transcription (Fig. 1f).

**Table 1:** RNA sequence of *Gm19619* without a polyA tail.

>*Gm19619*_RNA_1593nt
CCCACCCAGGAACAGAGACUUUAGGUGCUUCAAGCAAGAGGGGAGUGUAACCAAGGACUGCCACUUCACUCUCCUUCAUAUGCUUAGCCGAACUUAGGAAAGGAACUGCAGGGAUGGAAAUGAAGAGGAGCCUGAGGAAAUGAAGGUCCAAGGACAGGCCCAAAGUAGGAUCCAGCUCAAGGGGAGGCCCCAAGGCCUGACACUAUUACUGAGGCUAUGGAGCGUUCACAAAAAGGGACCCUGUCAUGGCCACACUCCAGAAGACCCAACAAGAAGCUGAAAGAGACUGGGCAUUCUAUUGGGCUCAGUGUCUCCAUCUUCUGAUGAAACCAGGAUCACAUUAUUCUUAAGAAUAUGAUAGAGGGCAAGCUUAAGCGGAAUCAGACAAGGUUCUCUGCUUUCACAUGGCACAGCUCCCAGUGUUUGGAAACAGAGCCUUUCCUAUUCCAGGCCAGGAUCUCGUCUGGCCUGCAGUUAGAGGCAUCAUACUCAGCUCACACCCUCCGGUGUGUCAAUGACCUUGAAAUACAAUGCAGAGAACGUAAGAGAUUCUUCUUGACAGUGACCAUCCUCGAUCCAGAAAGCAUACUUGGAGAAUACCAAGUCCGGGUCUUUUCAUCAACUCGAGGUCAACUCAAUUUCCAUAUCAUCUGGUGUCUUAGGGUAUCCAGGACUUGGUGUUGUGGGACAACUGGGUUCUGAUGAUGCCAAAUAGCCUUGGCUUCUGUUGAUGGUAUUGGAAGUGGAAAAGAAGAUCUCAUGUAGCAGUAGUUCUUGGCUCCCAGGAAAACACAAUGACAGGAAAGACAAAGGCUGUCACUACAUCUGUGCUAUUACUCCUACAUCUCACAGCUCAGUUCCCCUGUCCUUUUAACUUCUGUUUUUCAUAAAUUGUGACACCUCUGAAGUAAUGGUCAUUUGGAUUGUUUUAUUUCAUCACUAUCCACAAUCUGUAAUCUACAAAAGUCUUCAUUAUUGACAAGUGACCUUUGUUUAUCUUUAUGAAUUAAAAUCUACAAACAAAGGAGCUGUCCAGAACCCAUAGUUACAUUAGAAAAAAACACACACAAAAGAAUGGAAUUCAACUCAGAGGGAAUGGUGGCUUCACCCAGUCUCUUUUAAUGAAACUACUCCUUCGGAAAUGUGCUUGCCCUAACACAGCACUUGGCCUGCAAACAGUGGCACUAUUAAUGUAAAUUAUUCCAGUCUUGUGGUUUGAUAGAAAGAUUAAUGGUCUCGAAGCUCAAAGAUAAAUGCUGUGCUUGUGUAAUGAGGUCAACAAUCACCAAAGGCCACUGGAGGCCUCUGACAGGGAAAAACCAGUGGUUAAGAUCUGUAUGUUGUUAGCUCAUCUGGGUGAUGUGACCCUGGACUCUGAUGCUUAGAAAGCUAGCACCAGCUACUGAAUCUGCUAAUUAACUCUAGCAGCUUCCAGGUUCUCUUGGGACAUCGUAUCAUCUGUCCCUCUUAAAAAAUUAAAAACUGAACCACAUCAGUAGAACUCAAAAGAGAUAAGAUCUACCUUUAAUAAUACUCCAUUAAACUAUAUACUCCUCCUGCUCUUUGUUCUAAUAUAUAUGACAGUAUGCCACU

### Forced expression of *Gm19619* enhanced hepatic gluconeogenesis

Because fasting significantly upregulated the transcription of *Gm19619*, we asked whether the forced expression of *Gm19619* RNA would affect the hepatic glucose metabolism in chow-fed mice. To this end, the adeno-associated viruses (AAV) for liver-specific TBG promoter-driven *Gm19619* transcription was constructed, purified, and intravenously injected into mice. GFP was used as a negative control (Fig. 2a). As expected, the AAV strongly increased the hepatic *Gm19619* RNA level (Fig. 2b). In addition, fasting can further elevate the RNA level of *Gm19619* when compared with the re-fed group in both AAV-*Gm19619* and AAV-*GFP* mice (Fig. 2b). The mRNA levels of both *G6pc* and *Pck1* were significantly upregulated after overnight fasting. Interestingly, the forced transcription of *Gm19619* could further promote the increase of both *G6pc* and *Pck1* mRNAs (Fig. 2b). The western blot assays indicated that while there was no significant difference between the expression levels of these two genes in fasted and re-fed group mice, *Gm19619* significantly increased the expression levels of both G6PC and PCK1 in both groups of mice (Fig. 2c). Consistent with the expression of these genes, the fasting blood glucose concentration was significantly upregulated after *Gm19619* forced transcription (Fig. 2d). Glucose tolerance test (GTT) and insulin tolerance test (ITT) results further confirmed that elevation of *Gm19619* transcription impaired the glucose metabolism and insulin sensitivity in mice (Fig. 2e, f), while the pyruvate tolerance test (PTT) result verified that *Gm19619* could remarkably enhance gluconeogesis in the liver (Fig. 2g), although both the body weight and liver/body weight ratio were comparable between these mice (Supplementary Fig. 2a, b). H&E staining showed no detectable morphology changes in either the liver, inguinal white adipose tissue (iWAT), or epididymal white adipose tissue (eWAT) after *Gm19619* forced transcription (Supplementary Fig. 2c). The mRNA level of lipogenic genes, including *Fasn* and *Scd1*, remained unchanged (Supplementary Fig. 2d). These results suggest that *Gm19619* may promote hepatic gluconeogenesis but not affect lipid metabolism under normal conditions.

**Fig. 2:**
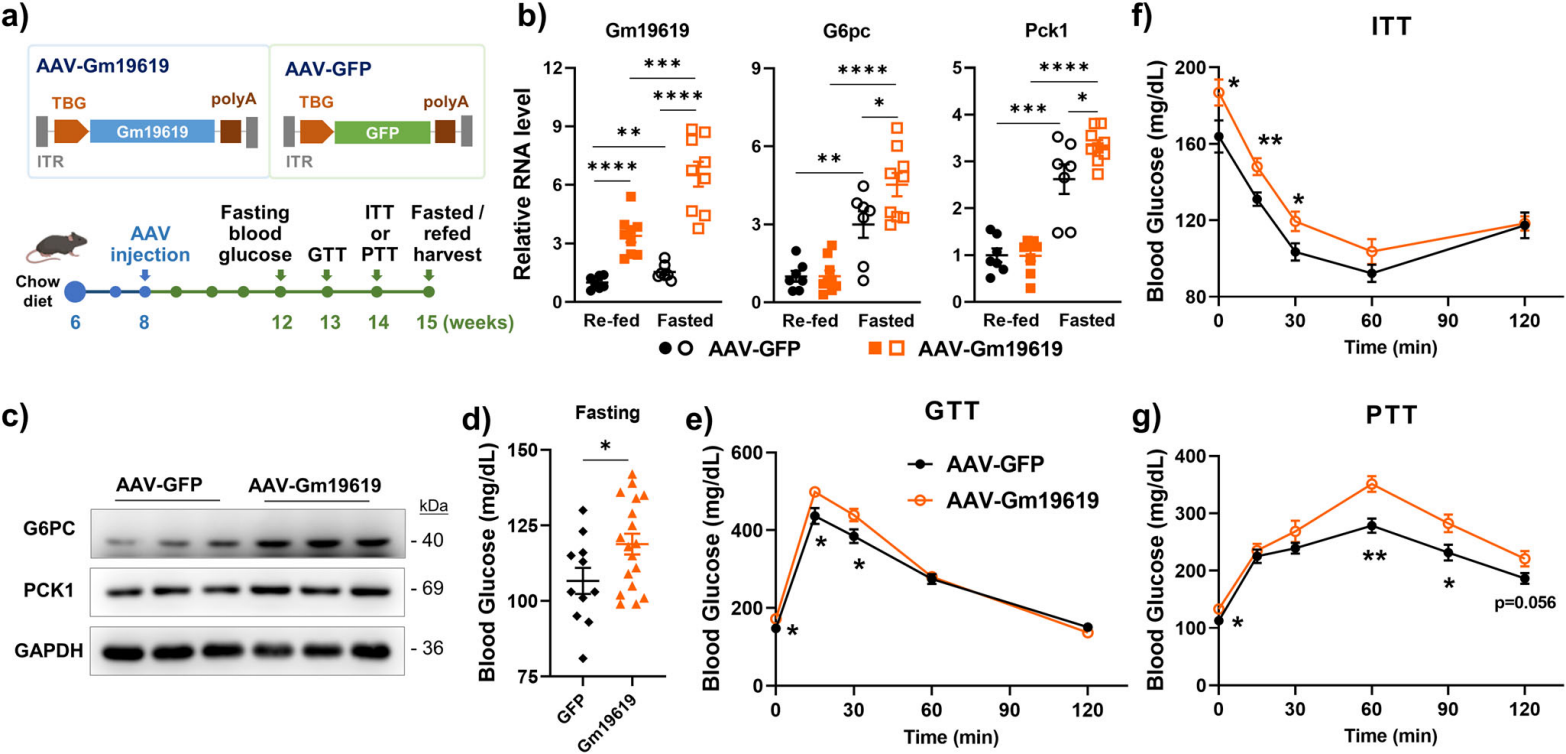
Adenovirus-associated virus (AAV) mediated hepatic *Gm19619* forced transcription promoted hepatic gluconeogenesis in chow-fed mice. **a** Schema of the AAV vector for hepatic *Gm19619* transcription under the liver-specific TBG promoter and the experimental timeline. *GFP* was used as the control. **b** The relative RNA level of *Gm19619*, *G6pc*, and *Pck1* in AAV-*Gm19619* (*n* = 9) or AAV-*GFP* (*n* = 7) infected mice liver after 16 h fasting and 4 h refeeding by real-time PCR. **c** Western blot analysis of protein levels of G6PC and PCK1 in AAV-*Gm19619* and AAV-*GFP* mice liver (*n* = 3). **d** The blood glucose level of AAV-*Gm19619* (*n* = 18) and AAV-*GFP* (*n* = 11) mice after overnight fasting. **e**–**g** GTT (**e**) (*n* = 11), ITT (**f**) (*n* = 11), and PTT (**g**) (*n* = 8) assay of the AAV-*Gm19619* and AAV-*GFP* mice. Two-tailed unpaired *t*-test. Error bars represent the SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

### Knockdown of *Gm19619* in the HFD-fed mice inhibited the gluconeogenesis

The highly elevated levels of *Gm19619* in both obese mice and overnight-fasted mice and its potential role in promoting hepatic gluconeogenesis suggest that it may also be involved in the pathogenesis of diet-induced obesity and diabetes. To determine its potential function in obesity, we constructed the AAV-based vector containing the CasRx gene with concatenated nuclear localization signal peptides to specifically knockdown *Gm19619* lncRNA in the nucleus. Three concatenated sgRNAs targeting *Gm19619* spaced by DR36 sequence were inserted and transcribed under the human U6 promoter (Fig. 3a). The quantitative PCR results indicated the intravenously injected AAV efficiently silenced the hepatic *Gm19619* transcription in the HFD-fed mice (Fig. 3b). As expected, knockdown of *Gm19619* RNA significantly lowered the mouse fasting blood glucose level (Fig. 3c), improved the glucose tolerance (GTT assay) and the insulin resistance (ITT assay) of HFD-fed mice (Fig. 3d, e). Moreover, the PTT assay further confirmed that *Gm19619* knockdown repressed gluconeogenesis in mice (Fig. 3f). Accordingly, the mRNA level of the *Pck1* gene was significantly decreased, although *G6pc* remained unchanged (Fig. 3b). The protein levels of G6PC and PCK1 were found to be consistent with their transcriptional changes (Fig. 3g). These results indicated that knockdown of *Gm19619* could significantly ameliorate glucose intolerance and insulin resistance in HFD-fed mice.

**Fig. 3:**
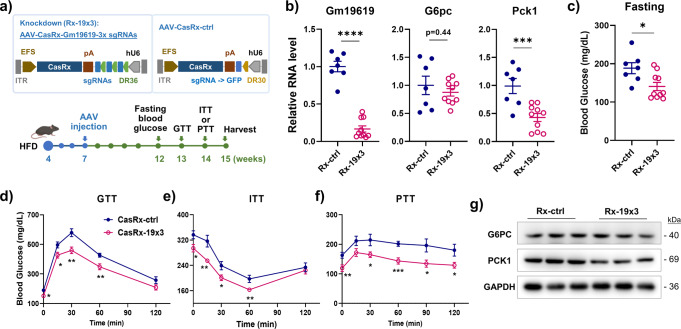
AAV-CasRx mediated *Gm19619* knockdown in high-fat diet (HFD) fed mice significantly improved the mice glucose metabolism. **a** Schema of the AAV-EFS-CasRx vector for *Gm19619* knockdown and the experimental timeline. **b** The relative RNA levels of hepatic *Gm19619, G6pc*, and *Pck1* in *Gm19619* knockdown (CasRx-19×3) (*n* = 10) and control (CasRx-ctrl) (*n* = 7) mice. **c** The fasting blood glucose levels in CasRx-19×3 mice (*n* = 10) and CasRx-ctrl (*n* = 7) mice. **d**–**f** The GTT (**d**), ITT (**e**), and PTT (**f**) assay of CasRx-19×3 (*n* = 10, PTT *n* = 8) and CasRx-ctrl (*n* = 7) mice. **g** The western blot results of G6PC and PCK1 in CasRx-19×3 and control group mice livers (*n* = 3). Two-tailed unpaired *t*-test. Error bars represent the SEM. *P < 0.05, **P < 0.01, and ***P < 0.001.

### Knockdown of *Gm19619* in the HFD-induced obese mice improved lipid metabolism

Although knockdown of *Gm19619* showed no significant effect on the body weight when compared with the control group (Fig. 4a), H&E staining and oil red o staining showed smaller droplets and less lipid accumulation in *Gm19619* knockdown group (Fig. 4b), suggesting its role in hepatic lipid metabolism under obesity condition. The hepatic triglycerides (TG) levels were confirmed to be strongly decreased after *Gm19619* knockdown (Fig. 4c), while the amount of serum non-esterified fatty acid (NEFA) was significantly upregulated (Fig. 4d). These changes were accompanied by the decreased mRNA levels of several lipogenesis genes such as *Srebf1*, *Fasn*, *Scd1*, and the fatty acid absorption receptor *Cd36* (Fig. 4e). Moreover, the transcription of several genes mediating lipolysis and fatty acid beta-oxidation, including *Acsl1*, *Pnpla2*, *Lipe*, *Cpt1a*, and *Cpt1b*, were elevated by *Gm19619* knockdown (Fig. 4f), indicating *Gm19619* can promote lipogenesis and inhibit lipolysis pathways in the HFD-fed mice liver.

**Fig. 4:**
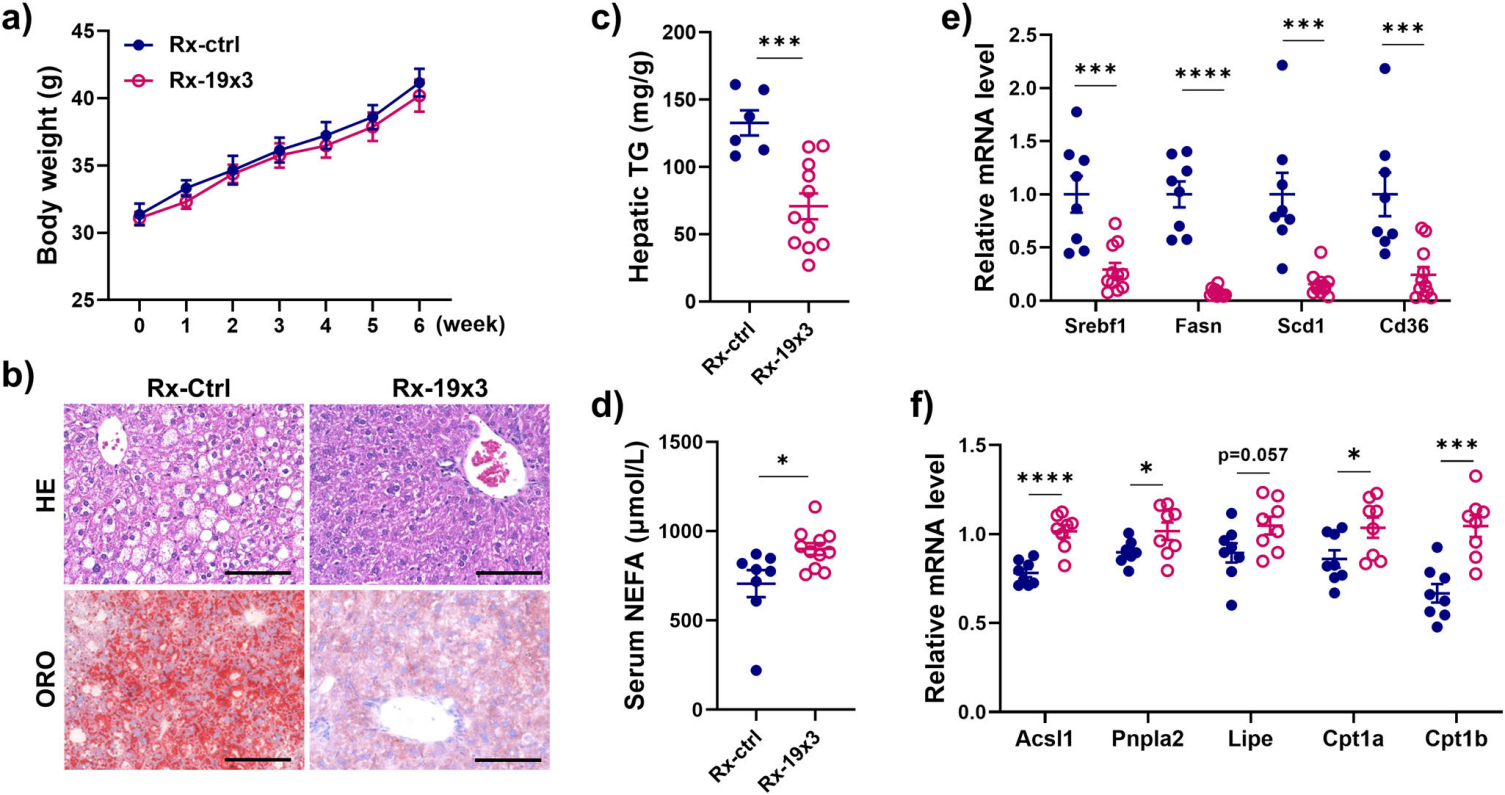
AAV-CasRx mediated *Gm19619* knockdown in HFD-fed mice significantly improved the mice lipid metabolism. **a** The body weight of *Gm19619* knockdown (CasRx-19×3) (*n* = 11) and control (*n* = 8) mice. **b** Representative images of liver sections by H&E and oil red o staining, respectively. Scale bar, 100 μm. **c** The serum level of triacylglycerol (TG) in CasRx-19×3 (*n* = 11) and CasRx-ctrl (*n* = 6) mice. **d** The serum level of NEFA in CasRx-19×3 (*n* = 11) and CasRx-ctrl (*n* = 8) mice. **e** The relative mRNA levels of some lipogenesis genes and *Cd36* in CasRx-19×3 (*n* = 11) and CasRx-ctrl (*n* = 8) mice. **f** The relative mRNA levels of several lipolysis and beta-oxidation genes in CasRx-19×3 and CasRx-ctrl mice (*n* = 8). Two-tailed unpaired *t*-test. Error bars represent the SEM. *P < 0.05, ***P < 0.001, and ****P < 0.0001.

### *Gm19619* downregulated hepatic metabolic signaling pathways

To investigate the potential mechanism by which *Gm19619* regulates hepatic metabolism, we first tested if the transcriptional level of its two nearby genes *Areg* (Amphiregulin) and *Btc* (Betacellulin), was correlated with *Gm19619* RNA, as many lncRNAs function by modulating their nearby gene level^19^. The real-time PCR data indicated that *Areg* was barely transcribed in the liver and not correlated with Gm19619 (Supplementary Fig 3a), while the *Btc* RNA level was much higher in sham mice liver than VSG mice liver, which was like *Gm19619*. However, the forced transcription of *Gm19619* did not affect the transcription of *Btc* in the liver (Supplementary Fig. 3b), indicating that *Gm19619* may not function by regulating its nearby gene expression.

For the further mechanistic study, we performed chromatin isolation by RNA purification (ChIRP) assay by using freshly fixed primary murine hepatocytes from wild-type mice. 

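In ChIRP, biotinylated antisense DNA probes retrieve an RNA together with the chromatin cross-linked around it, and the recovered DNA is sequenced. Primary hepatocytes from 4 female C57BL/6 mice aged 8 weeks were pooled and fixed in 3% formaldehyde for 10 min. The lysate was divided between an odd and an even set of 7 probes each, and each set gave 1 library, so there were no replicates and no test between conditions could be made. The authors mapped the 101-bp reads to the mouse genome (mm10, the same build as GRCm38). They called peaks in each library alone with MACS2 (2.1.1.20160309), without a control library and against a single background level for the whole genome. At most 1 read was kept per position, reads were extended to 200 bp, and peaks with a q-value up to 0.05 were kept. With 1 read per position on each strand and this extension, the pileup at a summit has a maximum of 400. The odd library had 61155168 mapped reads, of which 6972538 (11.4%) remained after duplicates were removed. The even library had 65783155, of which 7052802 (10.7%) remained. Depth was therefore about equal, with 1.01 times as many reads left in the even library. The deposited odd list holds 14261 peaks with a median length of 281 bp, a median pileup of 11 and a median fold enrichment of 7.91. The even list holds 3637 peaks with a median length of 255 bp, a median pileup of 9 and a median fold enrichment of 6.57. Fold enrichment is the authors' ratio of the summit to the library's own background. It was used here to describe, rank and filter peaks within a list, and to compare the heights of overlapping peaks between the lists. All deposited peaks were analysed unless a filter is named. The threshold on peaks mattered most for these numbers, since a fold enrichment of at least 10 left 4429 odd and 673 even peaks.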

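*Gm19619* (ENSMUSG00000107198.1) is annotated in GENCODE as a lincRNA gene on the minus strand of chromosome 5 (GRCm38), from 91257571 to 91283421. The 1593-nt RNA sequence in Table 1 matched the genome over its whole length in 6 exons. Exon 1 lies at 91282996–91283098, exon 2 at 91281419–91281618, exon 3 at 91280816–91280901, exon 4 at 91273735–91274000, exon 5 at 91264633–91264707 and exon 6 at 91257763–91258625. Of the 14 ChIRP probes, which are 19 or 20 nt long, 11 have an exactly complementary site in this RNA. The longest run of matching bases was 18 for probe 5, 12 for probe 10 and 16 for probe 12. Probe 5 differs from the RNA by 1 mismatch. Probes 10 and 12 match over their whole length if 1 extra base of the RNA is skipped, so these 3 probes may still pair with it. The site of probe 2 spans the junction of exons 2 and 3, so 10 probes have an uninterrupted site in the DNA of the gene, 6 of the odd and 4 of the even set. Exon 1 holds the site of probe 1 only, which belongs to the odd set (ACTGCCACTTCACTCTCCTT at 91283023–91283042). Exon 4 holds the sites of probes 3 and 4. Exon 6 holds those of probes 6, 7, 8, 9, 11, 13 and 14, and exon 5 holds none.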

Fourteen probes with antisense to different regions of *Gm19619* RNA were divided into two sets (odd- and even-numbered) for the assay (Fig. 5a and Supplementary Table 1). The pull downed chromatin DNA was sequenced and mapped to the mouse genome^20^. 

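Peaks with a pileup over 5 and a length over 200 bp, 12321 from the odd and 2822 from the even probes, were assigned to genomic categories with the GENCODE vM21 transcripts. Where categories overlapped, the order was promoter, 5′ UTR, 3′ UTR, exon, intron, downstream and distal intergenic. A promoter extended 3000 bp either side of a transcription start, and downstream meant up to 300 bp past a transcript end. Of the 15143 peaks pooled over both sets, 37.9% were distal intergenic (95% Wilson interval 37.2 to 38.7) and 33.8% lay in introns (33.0 to 34.5), together 71.7%. Promoters held 23.7% (23.0 to 24.4), exons 2.85%, 3′ UTRs 1.49%, downstream regions 0.152% and 5′ UTRs 0.0660%. The intervals cover counting error only. Regions of the same lengths placed at random on the same chromosomes were distal intergenic in 46.8 ± 0.45% (SD, 10 draws), intronic in 32.8 ± 0.49% and in promoters in 16.4 ± 0.30%. Peaks were thus less often distal intergenic and more often in promoters than random regions, by more than the spread between draws. The promoter share was 24.0% for the odd and 22.6% for the even probes, with overlapping intervals (23.2 to 24.7 and 21.1 to 24.2). It depended on the definition used. With promoters of 1000 bp either side of a transcription start, the pooled share was 12.2%. With that width and RefSeq curated transcripts, a setting added after the first shares were seen, it was 6.02%.

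**Figure D1:**
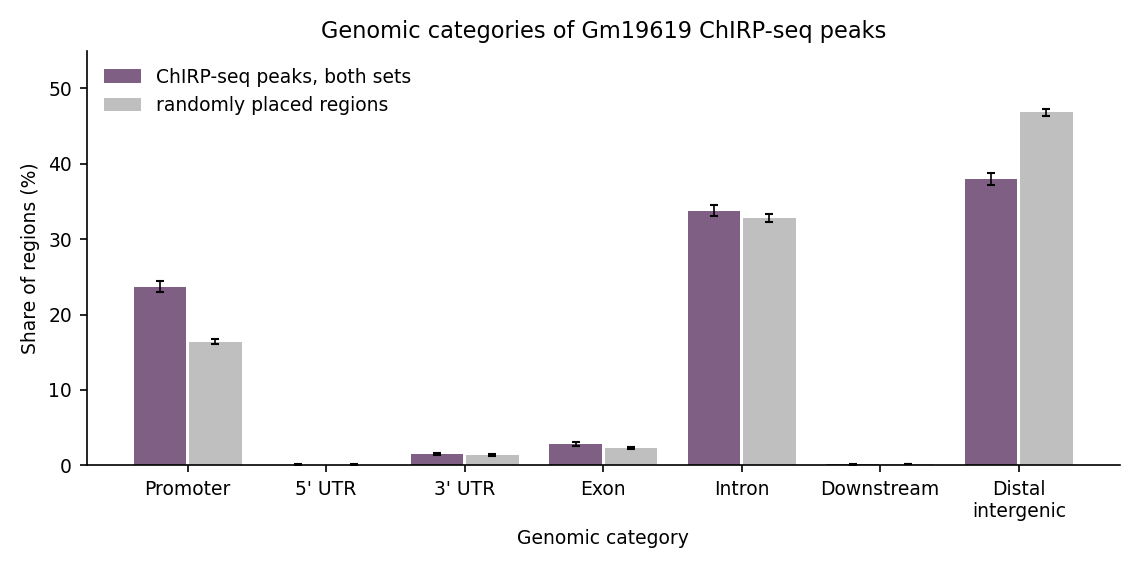
Share of regions in percent (vertical axis) in each genomic category (horizontal axis) for the 15143 peaks of both probe sets and for randomly placed regions. Error bars are 95% Wilson intervals for peaks and the SD over 10 draws for random regions. Promoters hold 23.7% of peaks against 16.4% of random regions, and distal intergenic sequence holds 37.9% against 46.8%.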

The analysis of the mapped DNA sequences indicates that most of *Gm19619* RNA bind to the distal intergenic regions and introns, while 9% of the binding region was within the promoter region (Fig. 5b). 

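Peaks of the odd and even probes were counted as overlapping when they shared at least 1 bp. Of the 14261 odd peaks, 596 (4.18%, 95% Wilson interval 3.86 to 4.52) overlapped an even peak, and 589 of the 3637 even peaks (16.2%, 15.0 to 17.4) overlapped an odd peak. When every even peak was moved to a random position on its chromosome, 16.95 ± 3.95 odd peaks overlapped (SD, 1000 draws), and at most 29 did. The observed overlap exceeded every draw (one-sided permutation test, p = 0.001, the smallest that 1000 draws can give). Among peaks with a fold enrichment of at least 10, the setting that moved the number most, 160 odd peaks overlapped 160 even peaks. The 596 overlapping odd peaks had 397 different genes at the nearest transcription start, and 517 genes when genes that the peaks lie in were added. *Lepr*, *Plcg1*, *Adcy8*, *Prkar2a* and *Npy* were not among these genes (0 of 5). The overlapping odd peak closest to the 5′ end of the gene lay 62508 bp away for *Npy*, 116903 bp for *Adcy8*, 2529880 bp for *Plcg1*, 8752185 bp for *Lepr* and 14772550 bp for *Prkar2a*. Within 5000 bp of a gene, the odd list alone had a peak at 5943 of 21951 protein-coding genes (27.1%), the even list at 1696 (7.73%), and the overlapping peaks at 207 (0.943%). The Ingenuity pathway analysis was not repeated here.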

The pathway enrichment analysis of genes showing interactions with *Gm19619* revealed that leptin receptor signaling was among the top potential pathways affected by *Gm19619* (Fig. 5c, d). While *Gm19619* showed binding to its own genomic locus (Fig. 5e), ChIRP-seq also revealed the *Gm19619* binding to the upstream region and genomic locus of *Lepr* (Fig. 5f), as well as *Plcg1*, *Adcy8*, *Prkar2a*, and *Npy* (Supplementary Fig. 4). 

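At *Gm19619*, the odd list held peaks over exon 1 (91282582–91283542, fold enrichment 69.2), exon 2 (91281322–91281690, 11.2), exon 4 (91273438–91274325, 53.4) and exon 6 (91257582–91258835, 75.8). A further odd peak lay in an intron (91269100–91269299, fold enrichment 6.59) in sequence that is 100% soft-masked, that is, marked as repeat in the genome. The even list held peaks over exon 2 (91281311–91281731, fold enrichment 13.8), exon 4 (91273547–91274089, 47.9) and exon 6 (91257542–91258809, 67.0). Neither list had a peak over exons 3 and 5. The summit of the exon 1 peak lay within the site of probe 1, and the even list, whose probes have no site there, had no peak at this exon. In the window of Fig. 5e, as many as the 5 odd peaks were found in 0.01% of 10000 random windows of this length on chromosome 5, and as many as the 3 even peaks in 0.05%. Random windows were not chosen to hold probe sites, while this gene holds uninterrupted DNA sites of 10 probes. Outside the gene, all 55 sites with 16 or more bases of an odd probe lay in an odd peak. For even probes, 88.0% of 50 such sites lay in an even peak. The rarity of these counts therefore cannot tell binding of the RNA from probes pairing with DNA.

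**Figure D2:**
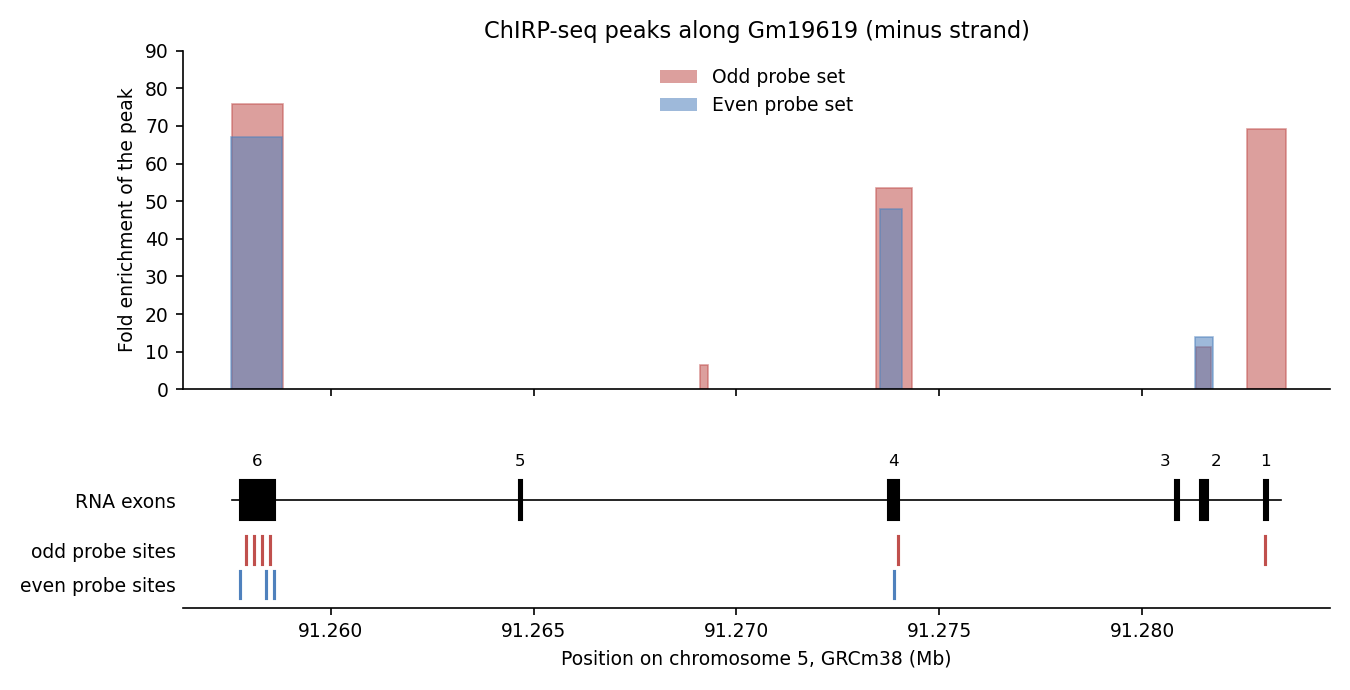
Peaks of the odd and even probes along *Gm19619* on chromosome 5 (horizontal axis, Mb), each drawn over its length with its fold enrichment as height (vertical axis), above the 6 exons of the RNA and the DNA sites of 10 probes. Exons 2, 4 and 6 have a peak in both lists, exon 1 in the odd list only, and exons 3 and 5 in neither.

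*Lepr* lies on the plus strand of chromosome 4 from 101717404 to 101815352. The odd list held 1 peak in the window of Fig. 5f (101697070–101697806, fold enrichment 27.0, pileup 40). It was distal intergenic and ended 19598 bp upstream of the 5′ end of the gene, and neither list had a peak within the gene or 5000 bp of it. The peak held no run of 12 or more consecutive bases of any probe, the longest being 8 bases of an odd and 10 bases of an even probe. Its best gap-free match to a probe scored 11 for the odd and 10 for the even set. These scores of a single peak cannot tell whether imperfect pairing with a probe contributed. The even peak nearest to the 5′ end of *Lepr* was 835907 bp away. At least 1 odd peak was present in 51.4% of random windows of this length on chromosome 4. This count took odd peaks of any height, and their median fold enrichment was 7.91. How often a window held a peak as high as the one near *Lepr* was not counted. From the signals at these loci, the paper states that *Gm19619* binds *Lepr* and other genes of its pathway. Its pathway analysis lists leptin receptor signaling among the leading candidates for an effect, and the paper then examines the expression of *Lepr*.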

The function of leptin receptor signaling in obesity pathogenesis has been well reported, in part supported by the striking metabolic phenotype exhibited by the db/db mouse which carries *Lepr* mutation^21^.

**Fig. 5:**
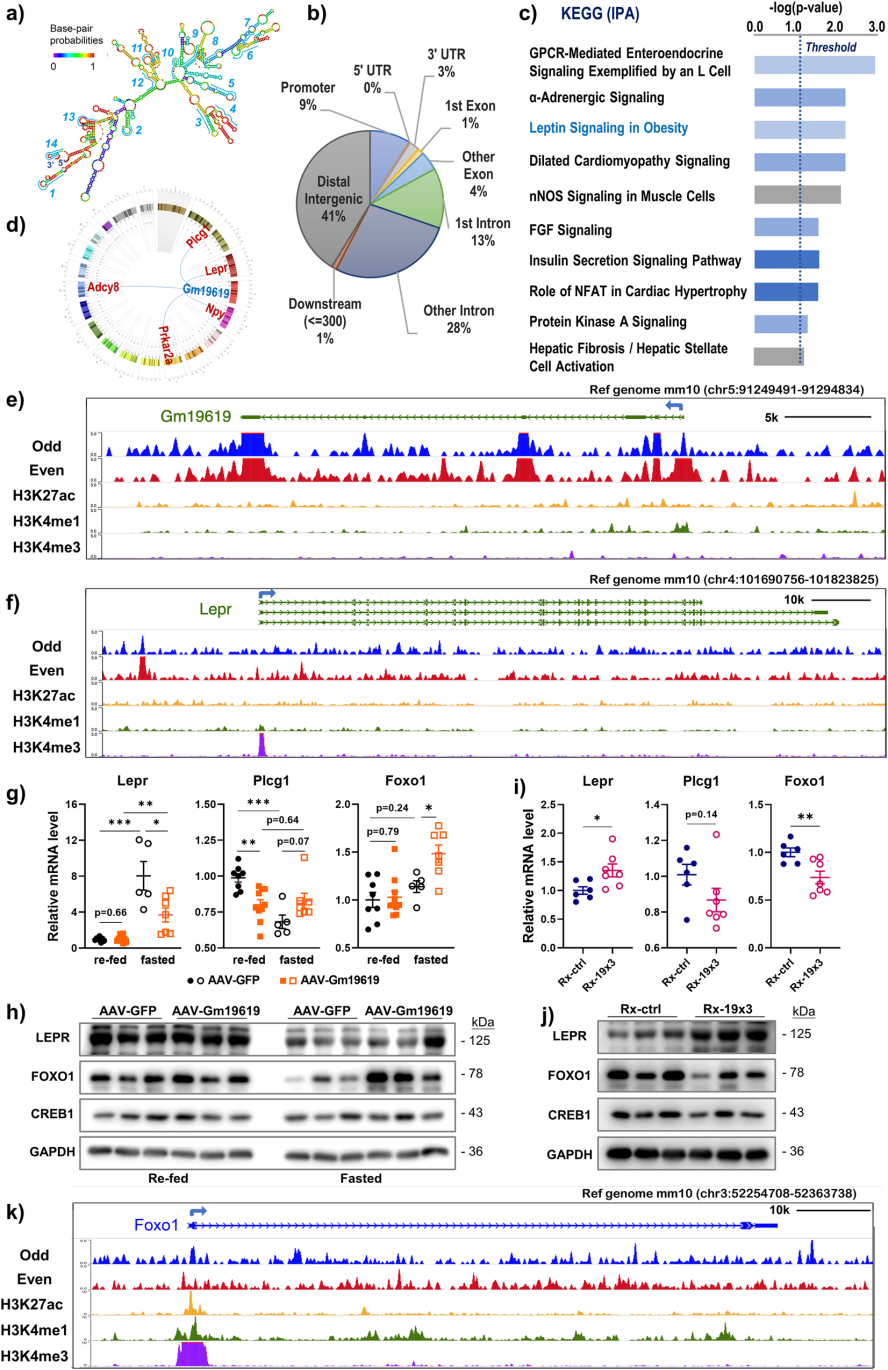
ChIRP data analysis indicated Gm19619 binds to the chromatic DNA of leptin receptor and Foxo1 and modulates their expression. **a** The second structure of *Gm19619* RNA with minimal free energy as predicted on the RNAfold website. The locations of the 14 ChIRP probes were shown. **b** The genomic distribution of ChIRP pulldown DNA fragments with a pileup over 5 and longer than 200 bp. **c** Pathway enrichment analysis of genes with surrounding regions bound by *Gm19619* identified from ChIRP-seq. The gene list from overlapping peaks was used to run KEGG pathway analysis with IPA (Ingenuity Pathway Analysis). **d** The Circos plot showing the ChIRP enriched genes within the leptin receptor pathway. **e**, **f**, **k** ChIRP-seq signals indicate *Gm19619* binding along its own exon locus (**e**), the leptin receptor *Lepr* (**f**), and the *Foxo1* gene locus (**k**). H3K27ac, H3K4me1, and H3K4me3 signals from ENCODE mouse liver ChIP-seq data were shown as control, mm10 as the reference genome. **g** The relative mRNA levels of *Lepr, Plcg1*, and *Foxo1* in *Gm19619* forced expressed mice (*n* = 5–10). **h** Western blot analysis of protein levels of LEPR, FOXO1, and CREB1 in AAV-*Gm19619* and AAV-*GFP* mice liver (*n* = 3). **i** The relative mRNA levels of *Lepr, Plcg1,* and *Foxo1* in *Gm19619* knockdown mice (*n* = 6–7). **j** The western blotting of LEPR, FOXO1, and CREB1 in the livers of CasRx-19×3 and control mice (*n* = 3). Two-tailed unpaired *t*-test. Error bars represent the SEM. *P < 0.05, **P < 0.01, and ***P < 0.001.

QPCR data showed the transcriptional level of *Lepr* was strikingly induced in overnight-fasted mice when compared with the re-fed mice (Fig. 5g), and AAV-Gm19619 significantly reduced the fasting-induced *Lepr* mRNA level. However, western blotting showed that fasting suppressed the long active isoform of LEPR (~125 kDa) expression, and AAV-*Gm19619* did not affect the LEPR expression in both fasting and feeding status (Fig. 5h), consistent with the negligible effect of *Gm19619* on hepatic lipid metabolism in chow-fed mice (Supplementary Fig. 2). In contrast, the *Gm19619* knockdown highly upregulated both the mRNA and protein levels of LEPR in HFD-fed mice (Fig. 5i, j). Similarly, the transcriptional repression of *Plcg1* by fasting was interrupted in AAV-Gm19619 mice (Fig. 5g); although the knockdown of *Gm19619* did not affect the mRNA level of *Plcg1* (Fig. 5i). These results suggest that *Gm19619* may repress the leptin receptor pathway in the liver, which contributed to its regulation of hepatic lipid metabolism mainly under the obese condition.

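*Foxo1* lies on the plus strand of chromosome 3 (GRCm38) from 52268336 to 52353221. In the window of Fig. 5k, the odd list held 1 peak (52354712–52354917, fold enrichment 8.57, pileup 12), located 1491 bp past the 3′ end of the gene. The peak holds 10 bases complementary to probe 1 (TGCCACTTCA), 158 bp from its summit. Its best gap-free match scored 10 for the odd and 8 for the even set. Runs of 10 bases of an odd probe were present in 56.9% of odd-only peaks and 4.90% of regions 10000 bp away. A single peak cannot tell whether pairing with a probe contributed. As many odd peaks were found in 40.1% of 10000 random windows of this length on chromosome 3. The even list had no peak in this window. Neither list had a peak at the 5′ end of *Foxo1*, where the nearest odd peak was this same one, 86376 bp away, and the nearest even peak was 67853 bp upstream (52200184–52200483, fold enrichment 6.57). No peak present in both lists lay closer than 4307021 bp to the 5′ end.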

ChIRP data also identified that *Gm19619* could bind to the promoter region and genomic locus of *Foxo1*, a key transcription factor (TF) in gluconeogenesis (Fig. 5k), suggesting that *Foxo1* may also be a potential downstream effector of *Gm19619* to promote the gluconeogenesis in the liver. Consistent with a recent report^22^, the protein expression of FOXO1 was found to be repressed in fasted mouse liver when compared with that in the re-fed mouse liver (Fig. 5h). In the fasted mice, AAV-*Gm19619* significantly increased both the mRNA and protein levels of hepatic Foxo1, but not Creb1 (Fig. 5g, h). On the other hand, *Gm19619* knockdown in HFD-fed mice repressed the expression of FOXO1 (Fig. 5i, j), which might contribute to the improved glucose metabolism in HFD-fed mice.

In summary, our data show that VSG in mice significantly represses the transcription of hepatic *Gm19619*, while both obesity and fasting induce its upregulation. *Gm19619* lncRNA may promote gluconeogenesis by activating the *Foxo1* pathway, and facilitate lipogenesis and repress lipolysis by inhibiting the hepatic leptin receptor signaling (Fig. 6).

**Fig. 6:**
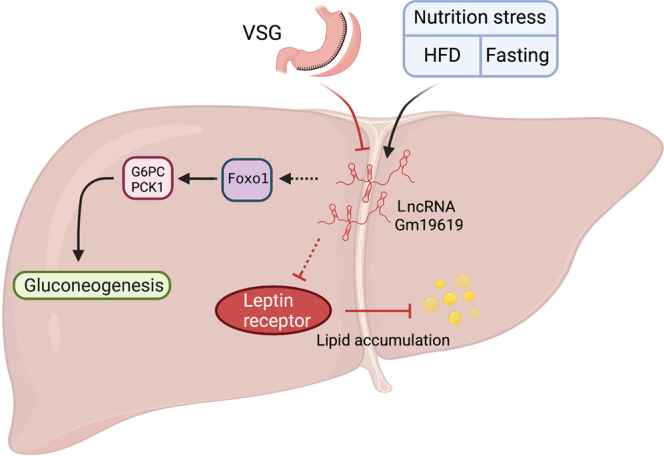
Schema showing the potential function of *Gm19619* in the liver. While VSG represses the transcription of hepatic *Gm19619*, both HFD and fasting induce *Gm19619* RNA. *Gm19619* may promote gluconeogenesis by activating the *Foxo1*-*G6pc*/*Pck1* pathway and facilitate lipid accumulation by inhibiting the leptin receptor signaling pathway.

## Discussion

VSG is currently one of the most common and effective treatments for the sustained weight loss and remission of diabetes, as well as other comorbidities such as nonalcoholic fatty liver disease (NAFLD). However, it is still an invasive surgery with low mortality probability and may not be suitable for some specific groups of people. A better understanding of the mechanism underneath the beneficial effect of VSG or other bariatric surgeries may lead to the development of less invasive and cost-effective therapeutic approaches. In this study, we used VSG-operated mice and fasting/refeeding mice as models and found that the obesity and fasting-induced hepatic lncRNA *Gm19619* was highly suppressed after VSG operation. Forced transcription of *Gm19619* activated hepatic gluconeogenesis, while AAV-CasRx mediated in vivo hepatic knockdown significantly improved the glucose and lipid metabolism in HFD-fed mice.

Mechanically, *Gm19619* may affect several metabolic signaling pathways that regulate hepatic glucose and lipid metabolism. Among them, the hepatic leptin receptor signaling pathway is a major downstream mediator of *Gm19619*. Leptin receptor signaling is particularly important in obesity pathogenesis. Some recent studies showed that mere ablation of hepatic leptin receptors could promote lipid accumulation in the liver and produce more enlarged triglyceride-rich VLDL particles^23,24^. Our results confirmed that the leptin receptor pathway was regulated by *Gm19619*, particularly in the HFD-fed mice, indicating that *Gm19619* might promote lipid accumulation by repressing the leptin receptor pathway in the liver under the obese condition. Surprisingly, the circulating leptin level was found to be reduced after VSG^25^, and yet VSG can still reduce fat mass and improve glucose tolerance in *ob/ob* mice in the absence of the leptin signaling^26^. In this regard, in addition to the repression of *Gm19619* in the liver, other signaling pathways may also have a significant impact on lipid metabolism after the VSG surgery.

Moreover, a recent study reported that activation of hepatic leptin signaling improved hyperglycemia by degrading MARK phosphatase-3 (also known as dual specificity phosphatase 6, DUSP6) and subsequent repressing *Foxo1*-mediated gluconeogenesis pathway^27^, indicating *Gm19619* may promote the hepatic gluconeogenesis by repressing the hepatic leptin signaling. Indeed, we found that *Gm19619* also bound to the promoter of the *Foxo1* and activated its expression to modulate the hepatic glucose metabolism. Thus, the downregulation of *Gm19619* by VSG may contribute to the improved hepatic glucose metabolism in part through the *Foxo1* pathway. The distinct consequence of Gm19619 binding in different genes (e.g., *Lepr* vs *Foxo1*) will warrant future investigation.

Besides *Gm19619*, we identified other hepatic lncRNAs differentially expressed after VSG surgery. For example, a lncRNA *Gm10680*, which was also significantly repressed by VSG, has been reported to be involved in hepatic lipid metabolism. Knockdown of this lncRNA reduced the nearby *APOA4* gene expression and led to reduced levels of plasma triglyceride and total cholesterol in *ob/ob* mice^28^. It is likely that *Gm10680* and other lncRNAs involved in the various metabolic pathways can collectively lead to metabolic improvement after VSG surgery. In addition to the liver lncRNAs, lncRNAs such as *GAS5* in adipose tissues, small intestine, and other tissues may also contribute to the overall metabolic improvement by VSG^29,30^.

LncRNAs can recruit RNA-binding proteins and transcription factors to regulate downstream gene function. To identify potential binding proteins of *Gm19619*, we analyzed the binding motifs and TF binding sites enriched in the binding sequences of *Gm19619*. This analysis revealed that *Gm19619* could likely interplay with several TFs, including SREBF1, SREBF2, FXR, LXR, and HNF4α, to regulate hepatic glucose and lipid metabolism (Supplementary Fig. 5). Moreover, the prediction of potential TFs that may bind to and regulate *Gm19619* promoter activity (by the JASPAR^31^) showed that *Gm19619* may be regulated by CREB1, PPARα, FXR, and additional TFs known to regulate glucose metabolism in fasted and fed states (Supplementary Fig. 6)^32^. A more comprehensive investigation of the metabolic modulation of *Gm19619* will be our future endeavor.

We used AAV-CasRx to knock down the hepatic RNA of *Gm19619*. Compared with CRISPR-Cas9 mediated chromatin DNA disruption or CRISPRi mediated transcriptional repression^33^, CasRx will only bind and cut RNA^34^, without any interaction with chromatin DNA. CRISPR-Cas9 with a single guide RNA for gene knockout does not work for lncRNA, as a small insertion or deletion may not affect the function of most lncRNAs. Therefore, pair of sgRNAs is always applied to knock out a large DNA fragment in the lncRNA locus to totally abolish its transcription^35^. However, this technique may fail to dissect if the disrupted function of lncRNA is due to the transcript itself or the DNA elements, such as enhancers on the chromosome. Currently, there are no CasRx transgenic mice available. It can be anticipated that the development of this kind of mice will facilitate the in vivo studies of lncRNAs in the future.

The discovery of lncRNA expands our knowledge of the complexity of vertebrate genomes, but the low sequence conservation among varied species may be a barrier to the understanding of relevant human physiology and disease research. One approach to address this problem may be the use of humanized mice. For example, Ruan et al. used a humanized TK-NOG mouse model where the liver was repopulated with human hepatocytes to investigate the function of non-conserved human hepatic lncRNAs associated with NAFLD and metabolic homeostasis. They managed to identify *LINC01018* as an obesity-associated lncRNA, and *hLMR1* promotes the transcription of cholesterol biosynthetic genes^36,37^. Further effort should be made to test if such humanized mouse models can be used for bariatric surgery studies, which may better recapitulate the situation in human patients. Another alternative approach will be using the human lncRNA knock-in mouse models, although many challenges remain to be solved^38^.

## Methods

### Animals

Wild-type C57BL/6 male mice (4–8 weeks old) were purchased from the Jackson Laboratory (Bar Harbor, ME). All animal procedures were approved by the City of Hope Institutional Animal Care and Use Committee (IACUC protocol: #14031) and conducted in accordance with the National Institutes of Health Guidelines for the Care and Use of Laboratory Animals. Mice were housed in a 12-h light/dark cycle in a temperature-controlled room (25 °C) with a relative humidity of 50%. Animals were given ad libitum access to water and a regular chow diet in a temperature-controlled environment.

### Primary hepatocytes isolation

Primary hepatocytes were isolated by two-step methods. The anesthetic mouse was perfused with 50 mL 1× DPBS without Ca^2+^ and with 5 mM EDTA through a portal vein at a speed of 5 mL/min, then 25 mg of collagenase IV (Worthington) dissolved in 50 mL of HBSS buffer was perfused. The liver was harvested and rid of the gallbladder. The hepatocytes were shaken off by tweezers into DMEM with 10% FBS and antibiotics and collected by centrifuge at 50 × *g* for 3 min. The cells were then washed twice with DMEM with 10% FBS. The purified primary hepatocytes were immediately seeded into a collagen-pretreated six-well plate or used for other experiments.

### Primary hepatocytes cytosolic and nuclear RNA isolation

The nucleus and cytosol of the hepatocytes were isolated by NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher) according to the vendor’s instruction. SUPERase•In RNase inhibitor was added into the separation buffers to prevent RNA degradation. The RNA was directly isolated by the Direct-zol RNA kit (Zymo Research) and eluted using the same volume of RNase-free water. About 1 ug cytoplasmic RNA and the same volume of nuclear RNA was reversely transcribed respectively by using the high-capacity cDNA reverse transcription kit from Thermo Fisher.

### RACE-PCR

The nucleus RNA isolated from murine hepatocytes was used for the 5′ and 3′ ends of *Gm19619* determination by the RACE-PCR according to the published protocols^17,18^. Briefly, for the 5′ RACE, the primer RA5-1 (5′-CTCAGCCAATGATCTCCAAC-3′) was used for reverse transcription, then the RNA template was degraded by RNase H and poly(A) tail was added to first-strand cDNA products by the terminal deoxynucleotidyl transferase. Three primers RA5-2 (5′-GTGACATAGGTCCTTTGGC-3′), Qdt (5′-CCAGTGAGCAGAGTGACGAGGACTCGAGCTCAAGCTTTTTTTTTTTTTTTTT-3′), and Qouter (5′-CCAGTGAGCAGAGTGACG-3′) was used for the first round of the PCR. The primers RA5-3 (5′-GCTTGAAGACTCCTTGCTG-3′) and Qinner (5′-GAGGACTCGAGCTCAAGC-3′) were used for the second round of PCR.

For the 3′ RACE, the primer Qdt was used for the RNA reverse transcription, then primer *Gm19619*_QF (AAGCATCAGAGTCCAGGGTC) and Qouter were used for the first round of PCR. The primer 3RA22-F(5′-ACAGCACTTGGCCTGCAAAC-3′) and Qinner were used for the second round of PCR. The amplicons of these PCR were gel purified and sent for sanger sequencing.

Based on the sequencing results, the primers *Gm19619*_nFo (5′-CCCACCCAGGAACAGAGACTTTA-3′) and *Gm19619*_nRo (5′-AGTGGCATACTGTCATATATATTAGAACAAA-3′) was used for the full-length PCR amplification.

### AAV-TBG-*Gm19619* for lncRNA *Gm19619* transcription in chow-fed mice

The sequence of *Gm19619* was amplified by the primers *Gm19619*_NotI_F (5′-aGCGGCCGCccacccaggaacagagact-3′) and *Gm19619*_Esp3I_R (5′-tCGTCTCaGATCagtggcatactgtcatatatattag-3′), digested and replaced the eGFP sequence in pAAV-TBG-eGFP (Addgene #105535). The plasmid was sequenced and then used for AAV packing in 293 T cells according to the AAV protocols at the Addgene website and our previous report^39^. Eight-week-old C57BL/6 mice were received once intravenous injections of 5 × 10^11^ genome copies of AAV-TBG-*Gm19619*, or AAV-TBG-eGFP for control. Animals were fed with the standard chow ad libitum. The mice were euthanized after being fasted for 16 h or a 16 h fasting followed by 4 h refeeding.

### AAV-CasRx mediated knockdown of lncRNA *Gm19619* in HFD mice

The plasmid of pAAV-EFS-CasRx was constructed by cloning the EFS promoter and *RfxCas13d* from the pLentiRNACRISPR_005 plasmid (Addgene #138147) and replaced the TBG promoter and *SaCas9* gene in px602 plasmid (Addgene #61593). The DR30 sgRNA cassette for CasRx sgRNA cloning was used to further replace the Sa gRNA scaffold. Five individual sgRNA candidates targeting *Gm19619* was inserted after the DR30 respectively and verified their knockdown efficacy in 293 T cells against the co-transfected pCMV-*Gm19619* plasmid by QPCR. Then three sgRNAs were chosen to be concatenated and spaced by DR36 sequences to construct the pAAV-EFS-CasRx-19×3 plasmid for AAV packaging. Four-week-old C57BL/6 mice were fed with HFD for 3 weeks, then received once intravenous injections of 5 × 10^11^ genome copies of AAV-CasRx-19×3, as well as AAV-CasRx-GFP for control and continued on HFD until euthanization.

### Glucose tolerance test (GTT)/pyruvate tolerance test (PTT)

Mice were fasted for 14 h prior to GTT or PTT. An AlphaTRAK 2 Blood Glucose Monitoring System was used to measure blood glucose from blood collected by tail nick. After the initial blood glucose reading, mice were intraperitoneally injected with glucose solution at 2 g/kg of body weight, or pyruvate solution at 2.5 g/kg of body weight^40^. Then, blood glucose was measured at 15, 30, 60, 90, and 120 min after glucose or pyruvate injection.

### Insulin tolerance test (ITT)

Mice were fasted for 6 h prior to ITT. Blood glucose level was measured from blood collected by tail prick with an AlphaTRAK 2 Blood Glucose Monitoring System. After the initial blood glucose reading (Time 0 min), mice were injected with insulin intraperitoneally at 0.75 U/kg of body weight. Blood glucose was measured at 15, 30, 60, and 120 min after insulin injection.

### Serum analysis

Serum ALT (alanine transaminase) and AST (aspartate transaminase) levels were measured using the EnzyChrom™ Alanine Transaminase Assay Kit (Bioassay, EALT100, Hayward, CA) and the EnzyChrom™ Aspartate Transaminase Assay Kit (Bioassay, EASTR-100, Hayward, CA). Serum levels of non-esterified FFA (NEFA) were measured using a NEFA Assay kit (Wako, TK036, Neuss, Deutschland). Hepatic triglyceride levels were measured using the L-Type Triglycerides M Kit (Wako, TK006, Neuss, Deutschland).

### Hematoxylin and eosin (H&E) and Oil Red O staining

After mice were euthanized, their tissues were immediately removed, immersed in cold PBS, and fixed in 10% formalin solution for 24–48 h at 4 °C. For H&E staining, the samples were then incubated in 70% ethanol for 12 h, embedded in paraffin, and sectioned into 5 μm sections. For Oil Red O staining of the liver sections, the tissues were fixed in 4% paraformaldehyde, then incubated in 30% sucrose for 12 h and embedded in Tissue-Tek® O.C.T. Compound (Sakura Finetek, Torrance, CA, USA). Serial sections (10 μM) were made and stained with 0.5% Oil Red O for 10 min and counter-stained with hematoxylin. The red lipid droplets were visualized by microscopy.

### Western blot

The liver lysate samples of 30 μg per lane of gel were used for the SDS-PAGE and western blot. The used antibodies are listed below: G6PC (1:500), Sigma Aldrich, HPA052324-25UL; PCK1 (1:1000), Santa Cruz, sc-74825; LEPR (1:500), Novus Bio, NB120-5593; FOXO1 (1:1000), Cell Signaling, 2880 S; CREB1 (1:1000), Cell Signaling, 9197 S; GAPDH (1:4000), Cell Signaling, 2118 S.

### QPCR

Total RNA was extracted from tissues and cells using TRI reagent (MRC, TR118, Cincinnati, OH) and reverse transcribed by using Applied Biosystems™ high-capacity reverse transcription kit (Thermo Fisher). Quantitative real-time PCR was performed with SYBR Green PCR Master Mix (Applied Biosystems) using an ABI Vii7a Real-Time PCR System (Applied Biosystems, Waltham, MA). The sequences of primers used are listed in Supplementary Table 2. mRNA levels were normalized to *Rplp0*.

### RNAseq and data analysis

The liver total RNA from 3 VSG and 3 sham mice was extracted by the Direct-Zol kit (Zymo Research), respectively, and used for the polyA-stranded-RNAseq library preparation. The sequencing was performed by Illumina Hiseq2500 at the City of Hope Integrative Genomics Core. FastQC (version 0.10.1) was used for quality control and STAR (version 2.6.0.a) was used for the alignment to the mouse reference genome (mm10). The read counts were calculated by featureCounts in the Subread package (2.0.1). R (version 4.2.0) and DESeq2 (version 1.37.0) were used for the differential expression analysis. The counts were presented as FPKM (Fragments Per Kilobase Million). The heatmap was drawn by using pheatmap (version 1.0.12). The RNAseq data can be retrieved from the NCBI GEO database (GSE218931).

### ChIRP and data analysis

About 250 million primary hepatocytes were isolated from four female 8-week-old WT C57BL/6 mice. These hepatocytes were fixed in 90 mL 3% formaldehyde in 1x DPBS for 10 min. Then 10 mL 1.25 M glycine was added to quench the formaldehyde. The hepatocytes were washed by 1x DPBS, and aliquoted by 60 million cells per tube in ice-cold DPBS and stored at −80 °C. The formaldehyde-fixed hepatocytes were sonicated in 0.5 mL standard ChIRP lysis buffer per tube at the setting of 30-s ON / 30-s OFF for 11 cycles, and then centrifuged at 16,100×*g* for 10 min, 4 °C. The supernatant was combined and aliquoted to 1 mL/tube. Fourteen probes with antisense to different regions of *Gm19619* were divided into two sets (odd- and even-numbered) for the assay, 100 µL Dynabead C1 (Thermo Fisher) per sample was used to pulldown the chromatin fragments according to the JOVE protocol^41^ and sent for ChIP-seq.

ChIRP-seq was analyzed following the pipeline described by ref. ^42^. MACS2 was used for peak calling^20^. ChIPseeker (1.30.3) and ChIPpeakAnno (3.28.1) were used to annotate the peaks and find the overlapping peaks among different samples^43,44^. The MATCH tool of TRANSFAC (Version 2.0) was used for TFs prediction^45^. The sequences of ChIRP probes are listed in Supplementary Table 1. 

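The probe sequences were also searched against the whole genome (GRCm38), on both strands, for runs of at least 12 consecutive matching bases. Peaks present in both lists were left out. Of the 13665 remaining odd peaks, 3960 (29.0%, 95% Wilson interval 28.2 to 29.7) contained such a run of an odd probe and 26 (0.190%) a run of an even probe. Of the 3048 remaining even peaks, 875 (28.7%, 27.1 to 30.3) contained a run of an even probe and 6 (0.197%) a run of an odd probe. In regions of the same length 10000 bp away, a run of the list's own set was found in 34 (0.249%) and 4 (0.131%). The difference between the lists in which set was matched gave p = 5.9e-944 (two-sided Fisher's exact test on peaks of these libraries, which are not replicates). With runs of at least 10 bases, the shares were 56.9% and 45.0%, and with 14 bases 5.85% and 8.83%. Probe 7 (GGGAACTGAGCTGTGAGATG) was matched in 1559 odd peaks, probe 1 (AAGGAGAGTGAAGTGGCAGT) in 1100, probe 9 (CTATGGGTTCTGGACAGCTC) in 610 and probe 3 (TGTGCCATGTGAAAGCAGAG) in 489. Probe 2 (GACACTGAGCCCAATAGAAT) was matched in 531 even peaks and probe 4 (TTCAAGGTCATTGACACACC) in 131. Counted from the genome, the share of matching sites that lay in a peak rose with the length of the run. Outside *Gm19619*, sites whose longest run of an odd probe was 12 bases lay in an odd peak in 10.5% of 16847 cases, 13 bases in 36.2% of 4188, 14 bases in 74.0% of 780 and 15 bases in 98.0% of 198. All 55 sites with 16 or more bases did. For even probes and even peaks the shares were 2.67% of 15171, 8.23% of 3197, 15.4% of 1097, 39.8% of 171 and 88.0% of 50 sites. In the list of the other set, the shares stayed at 8.0% or below.

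**Figure D3:**
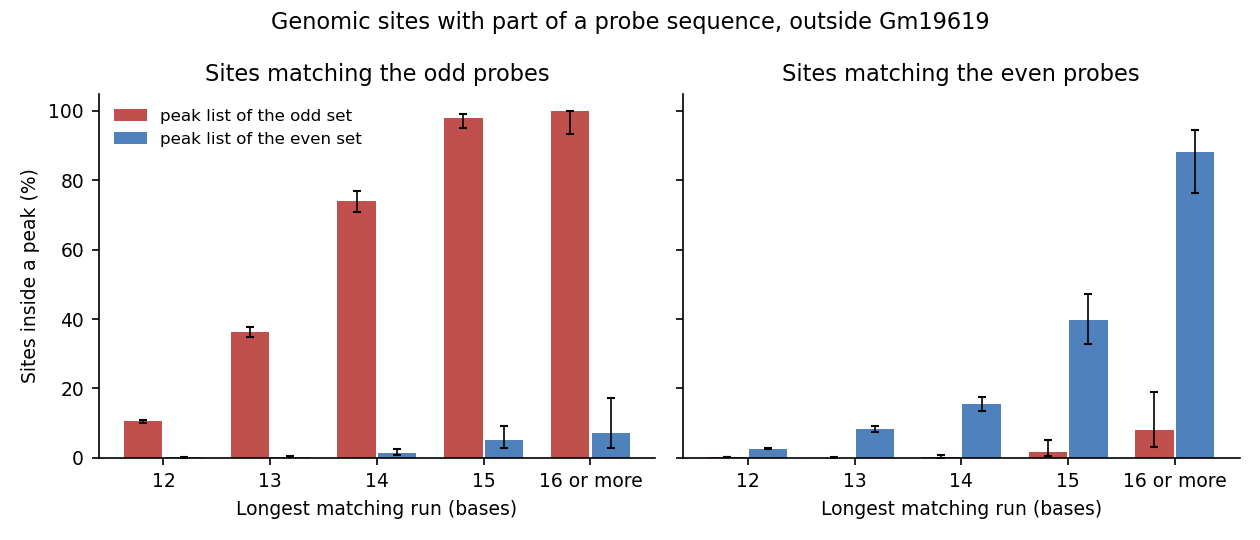
Share of genomic sites in percent that lie in a peak (vertical axis) by the longest run of bases matching an odd probe (left) or an even probe (right), for the odd and the even peak list. Error bars are 95% Wilson intervals. In the list of the same set the share rises from 10.5% to 100% for odd probes and from 2.67% to 88.0% for even probes.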

The ChIRP-seq data can be retrieved from the NCBI GEO database (GSE218931).

### Statistics and reproducibility

Statistical analyses were performed using GraphPad Prism (version 9). All data are expressed as mean ± SEM and comprise ≥3 biologically independent replicates if not stated otherwise. All mice experiments were conducted at least twice with 5–11 mice in each group based on sample availability. Statistical significance was analyzed using a two-tailed unpaired Student’s *t*-test. The threshold of statistical significance was set at *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The uncropped western blot images for Figs. 2c, 3e, 5h, i are in Supplementary Figure 7. The RNAseq and ChIRP-seq data that support the findings of this study have been deposited in the NCBI GEO database (GSE218931, GSE218904, and GSE218905). All other data were available from the corresponding author on reasonable request.

# Supplementary material for: Downregulation of hepatic lncRNA Gm19619 improves gluconeogenesis and lipogenesis following vertical sleeve gastrectomy in mice
**Source:** Commun Biol. 2023 Jan 27;6:105. doi: 10.1038/s42003-023-04483-0
**Supplement:** Supplementary file 2 — Supplementary Information

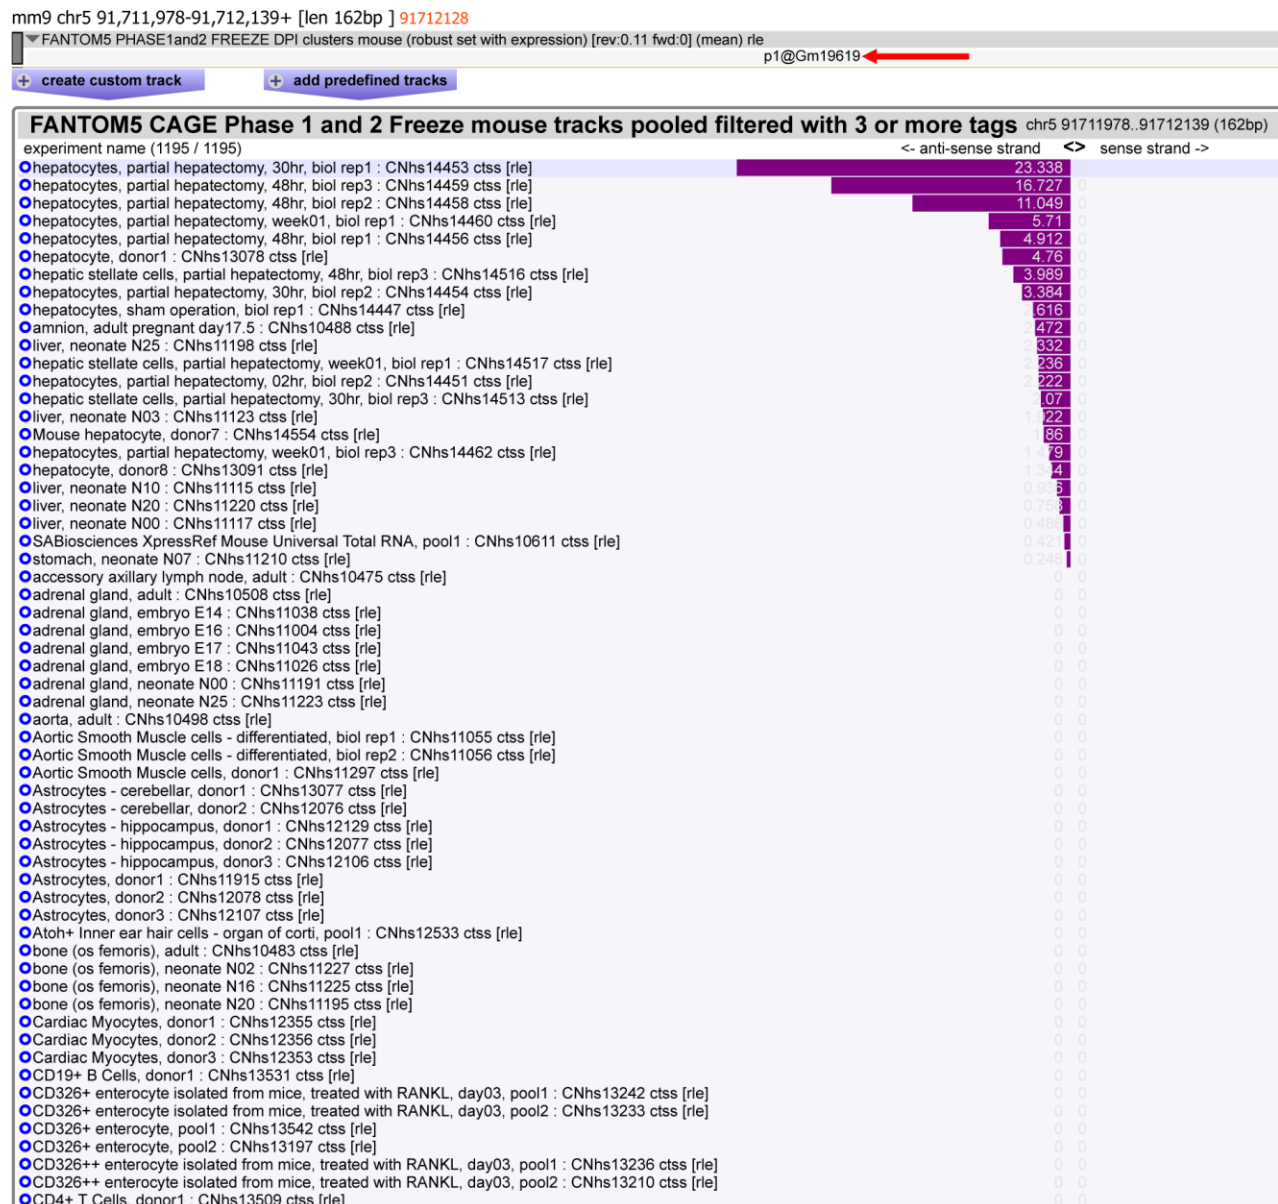

**Supplementary Figure 1. The sorted data in Fantom5 database indicates that *Gm19619* is only transcribed in the murine liver, but not other tissues.**

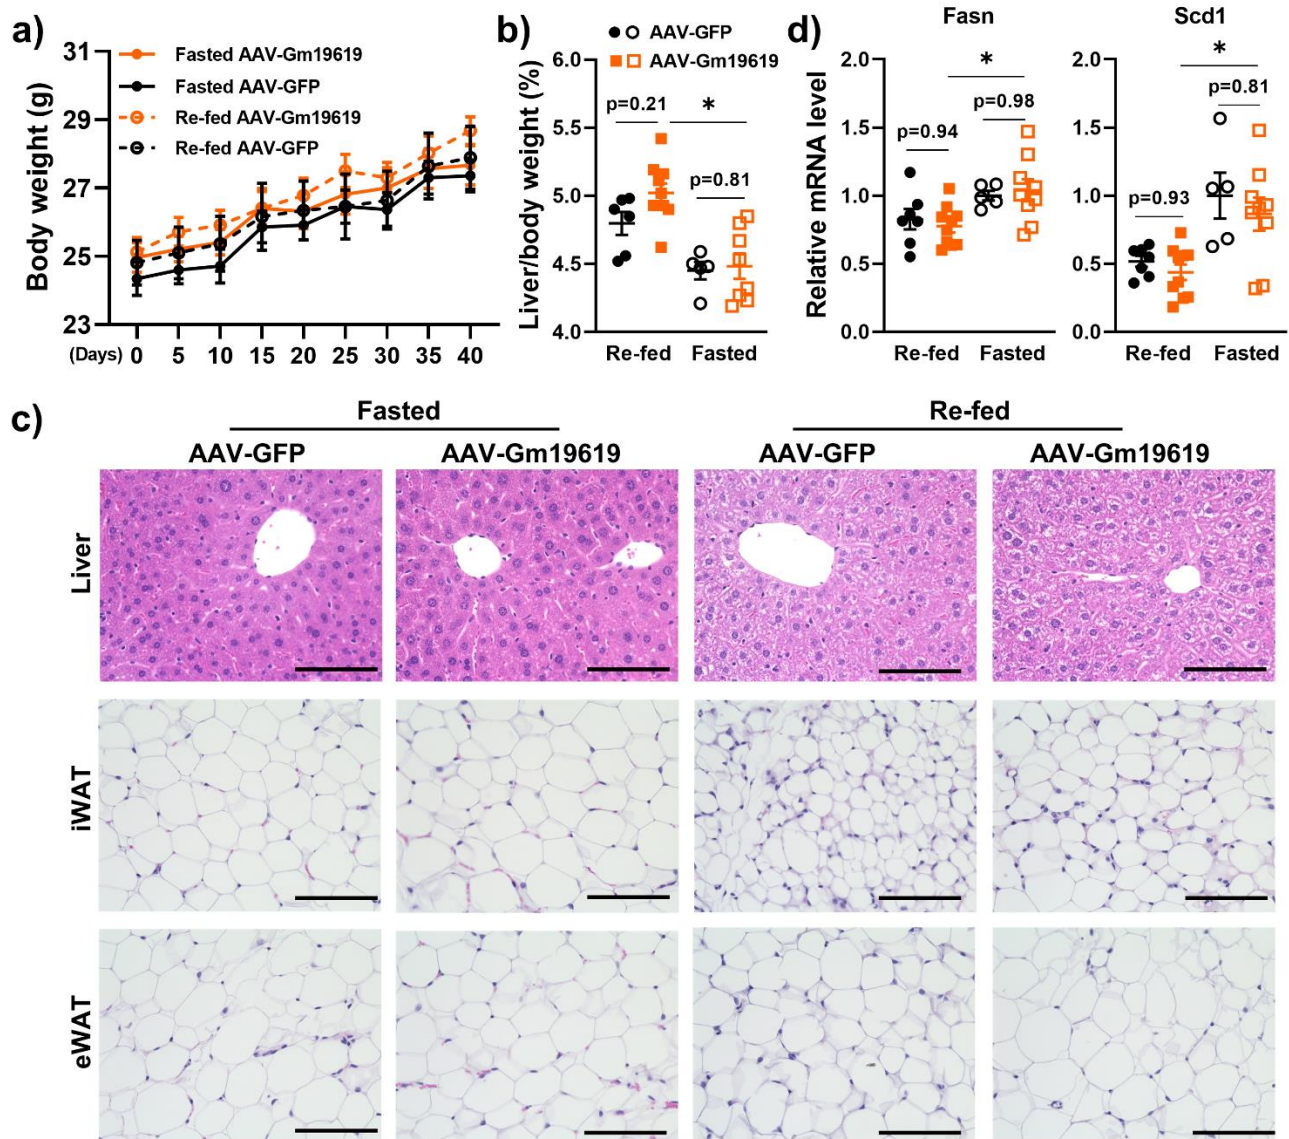

**Supplementary Figure 2. Forced transcription of lncRNA *Gm19619* did not affect the body weight and lipid metabolism in chow-fed mice.** (a-b) Body weight (a) and liver/body weight ratio (b) of mice from fasted (n=7) and re-fed (n=7) AAV-GFP, fasted (n=9) and re-fed (n=11) AAV-Gm19619 after AAV injection. (c) Representative hematoxylin and eosin staining images of the liver, iWAT and eWAT sections. Scale bar, 100  $\mu$ m. (d). Relative mRNA levels of *Fasn* and *Scd1* (n=5-10). Two-tailed unpaired t-test. Error bars represent the SEM. \* P < 0.05.

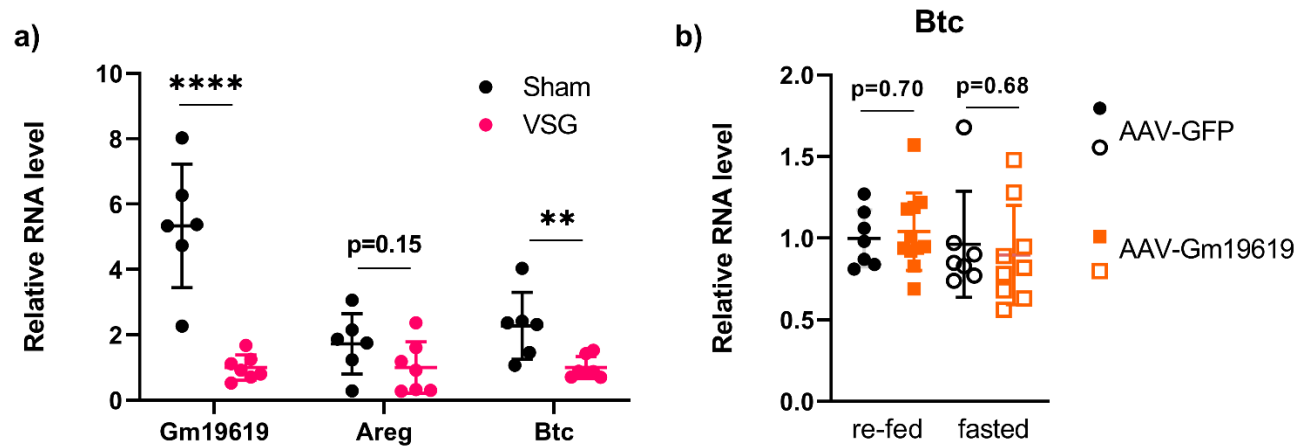

**Supplementary Figure 3. Gm19619 did not regulate the transcription of its nearby genes.** (a) The relative RNA levels of *Gm19619*, *Areg*, and *Btc* in Sham (n=6) and VSG (n=7) mice liver. (b) The relative mRNA levels of *Btc* in *Gm19619* forced transcribed and control mice (n=7-11). Two-tailed unpaired t-test. Error bars represent the SEM. \*\* P < 0.01, \*\*\*\* P < 0.0001.

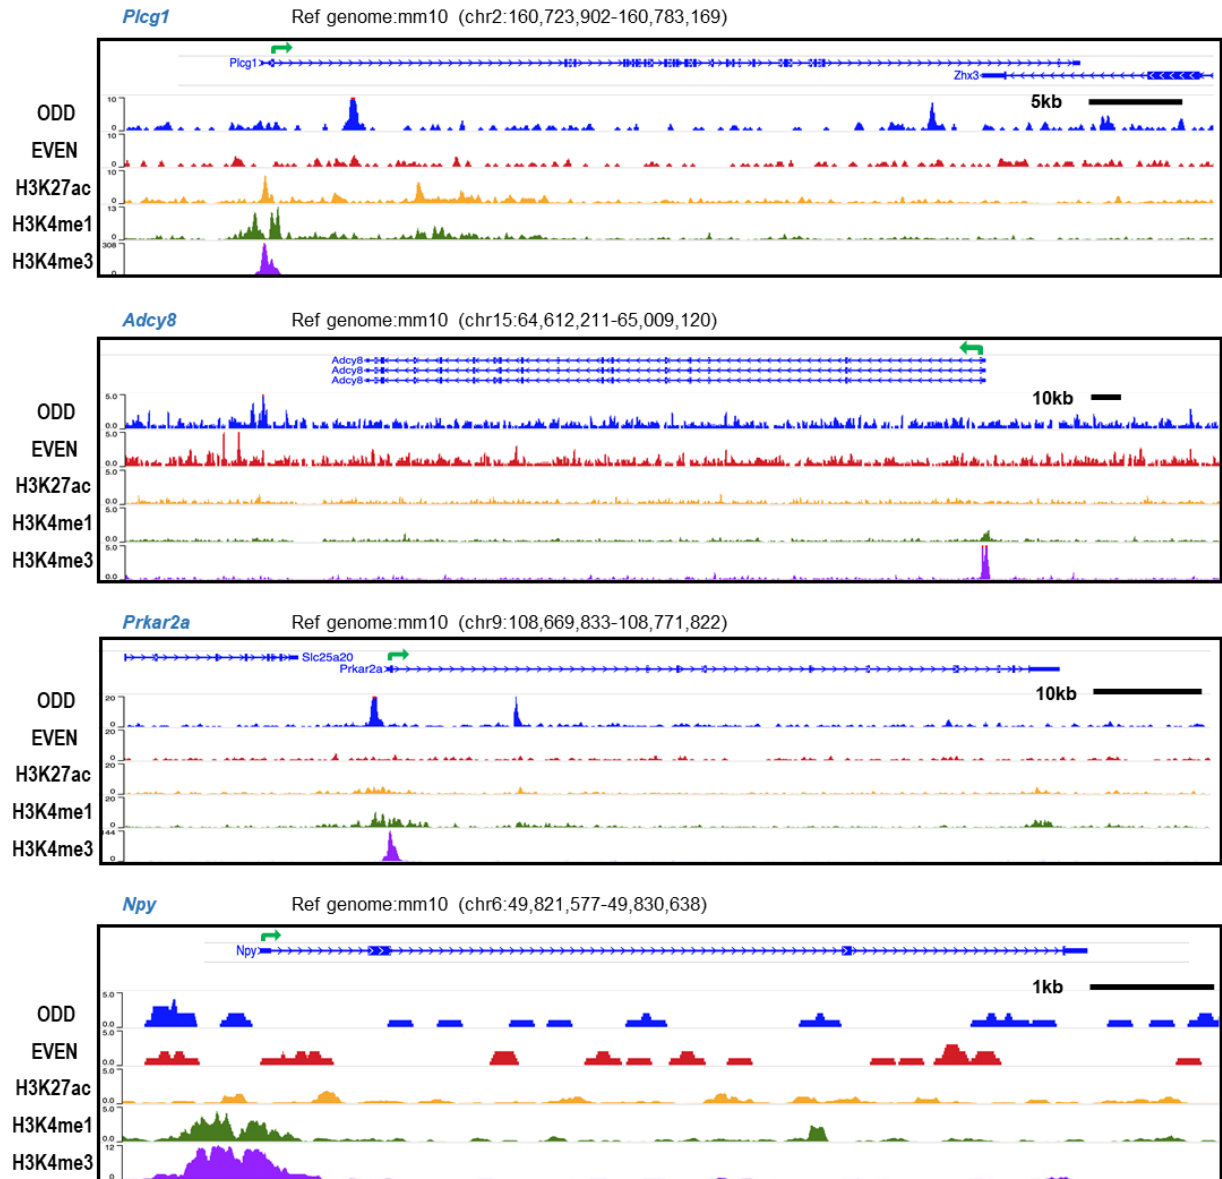

**Supplementary Figure 4. ChIP-seq signals indicated that *Gm19619* bound to the gene locus of several leptin receptor pathway genes: *Plcg1*, *Adcy8*, *Prkar2a*, and *Npy*. H3K27ac, H3K4me1, and H3K4me3 signals from ENCODE mouse liver ChIP-seq data were shown as controls. mm10 was shown as the reference genome.**

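*Plcg1* lies on chromosome 2 of GRCm38 from 160731300 to 160775760. Its odd peaks were in an intron (160736115–160736515, fold enrichment 12.5) and further along the gene (160767600–160767805, fold enrichment 7.25), where it overlaps *Zhx3* and the sequence is a 3′ UTR of *Zhx3*. The intronic peak holds 13 consecutive bases of probe 7 (AACTGAGCTGTGA). As many odd peaks were found in 5.05% of 10000 random windows of the same length on the chromosome. *Prkar2a* lies on chromosome 9 from 108689314 to 108750436 and had 3 odd peaks in the window shown, as many as in 2.68% of random windows. The strongest (108690692–108691791, fold enrichment 29.7) was in the promoter and holds 15 bases complementary to probe 7 (CACAGCTCAGTTCCC), and its summit lies within them. The next (108703022–108703520, fold enrichment 16.5) was intronic and holds 12 bases of probe 1 (GAGTGAAGTGGC). The last (108765034–108765370, fold enrichment 8.57) lay 14598 bp downstream of the gene. The even list had no peak in the windows of *Plcg1* and *Prkar2a*. *Adcy8* lies on the minus strand of chromosome 15 from 64697084 to 64922296, and neither list had a peak within the gene or 5000 bp of it. In the wider window shown, an odd peak (64661426–64662023, fold enrichment 8.57) lay 35061 bp downstream, and 87.9% of random windows had as many. Even peaks lay 44097 bp downstream (64652699–64652987, fold enrichment 11.2) and 49517 bp downstream (64647358–64647567, fold enrichment 6.57), as many as in 11.3% of random windows. The former holds 13 bases complementary to probe 2 (ATTGGGCTCAGTG). *Npy* lies on chromosome 6 from 49822710 to 49829507, and neither list had a peak in the gene or within 50000 bp of it. No peak in the windows of these genes was present in both lists.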

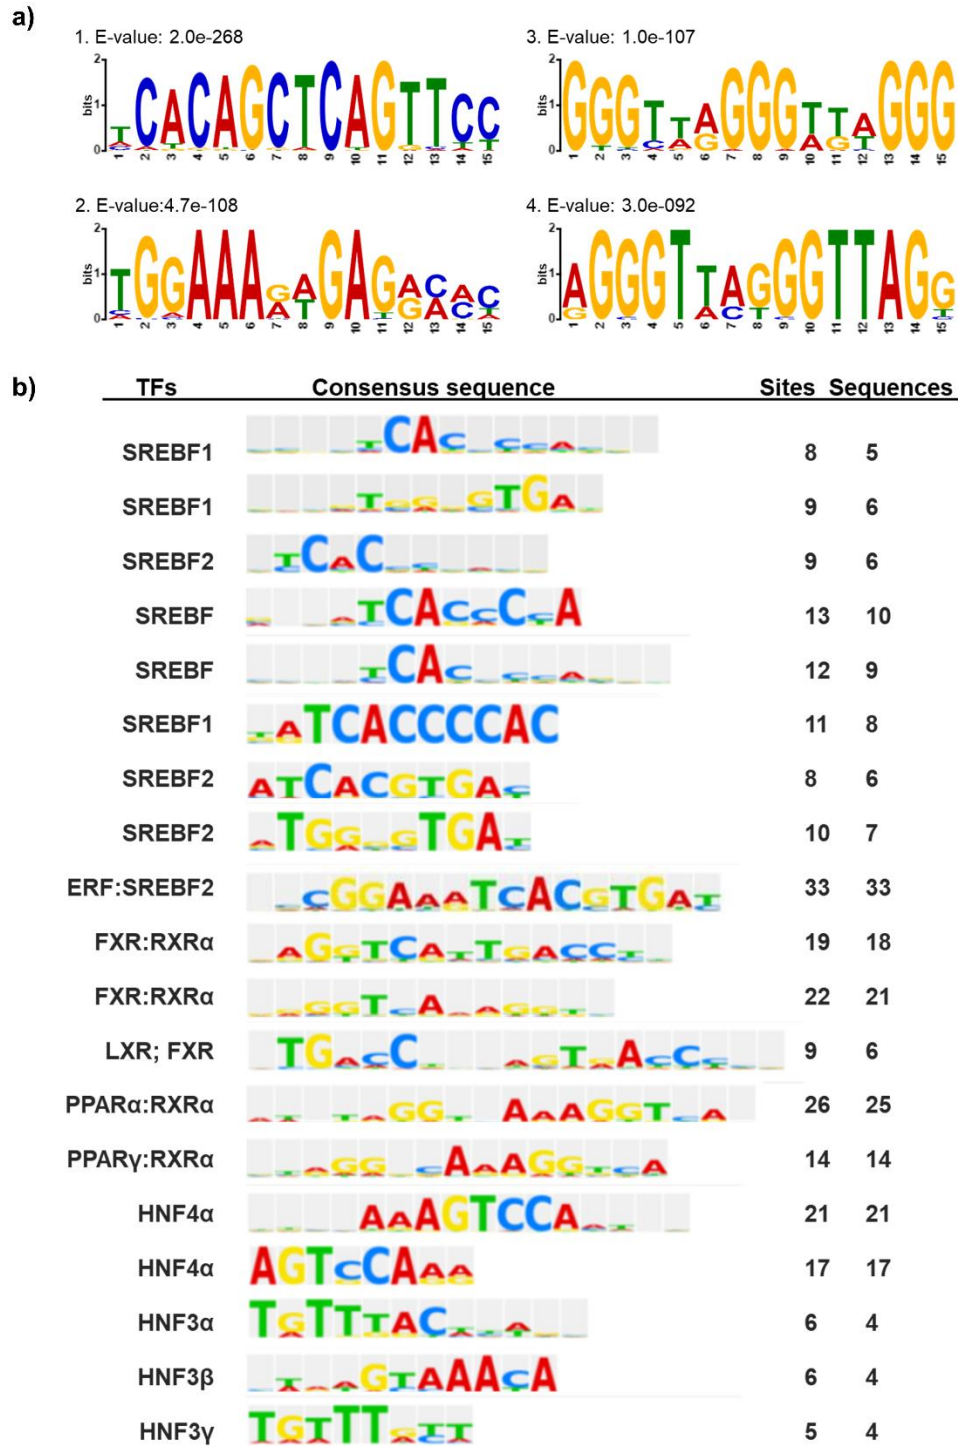

**Supplementary Figure 5. The overlapping peak sequences were used to run TRANSFAC2.0 to find transcription factors.** Several transcription factors, including SREBF1, SREBF2, and HNF4α, were identified by TRANSFAC2.0.

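The overlapping odd and even peaks formed 622 pairs. Across pairs, which are not independent replicates, fold enrichment in the odd and even lists was correlated (Spearman's rho 0.517 and Pearson's r 0.756 of log2 values, each p = 1e-05, the smallest that 100000 permutations can give). The correlation was carried by the 562 pairs without a run of 12 or more probe bases (rho 0.628). It was weaker in the 44 pairs with a run of an odd probe (rho 0.327, permutation p = 0.031). In the 13 pairs with a run of an even probe it was not detected (rho 0.179, permutation p = 0.56). The highest 5 peaks of each list were the same 5 regions. They lie at 98666098–98667468 on chromosome 2, 2999872–3005283, 3011391–3038394 and 35305094–35305721 on chromosome 9, and 19415590–19419646 on chromosome 14, with fold enrichments from 229 to 264 in the odd list. Between 66.6% and 95.9% of their bases are soft-masked as repeats. Over all overlapping odd peaks, the median soft-masked share was 49.0%, against 16.0% in peaks of the odd list only. At least 3 tandem copies of the telomeric repeat were found in 28 of 14261 odd peaks (0.196%) and 30 of 3637 even peaks (0.825%), against 0 in regions of the same length 10000 bp away (two-sided Fisher's exact test, p = 7.4e-09 and 1.8e-09). Of the 596 overlapping odd peaks, 25 held these repeats (4.19%). A run of 12 or more bases of an odd probe was present in 45 of the 596, and 41 of these matched probe 7. The TRANSFAC search was not repeated here.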

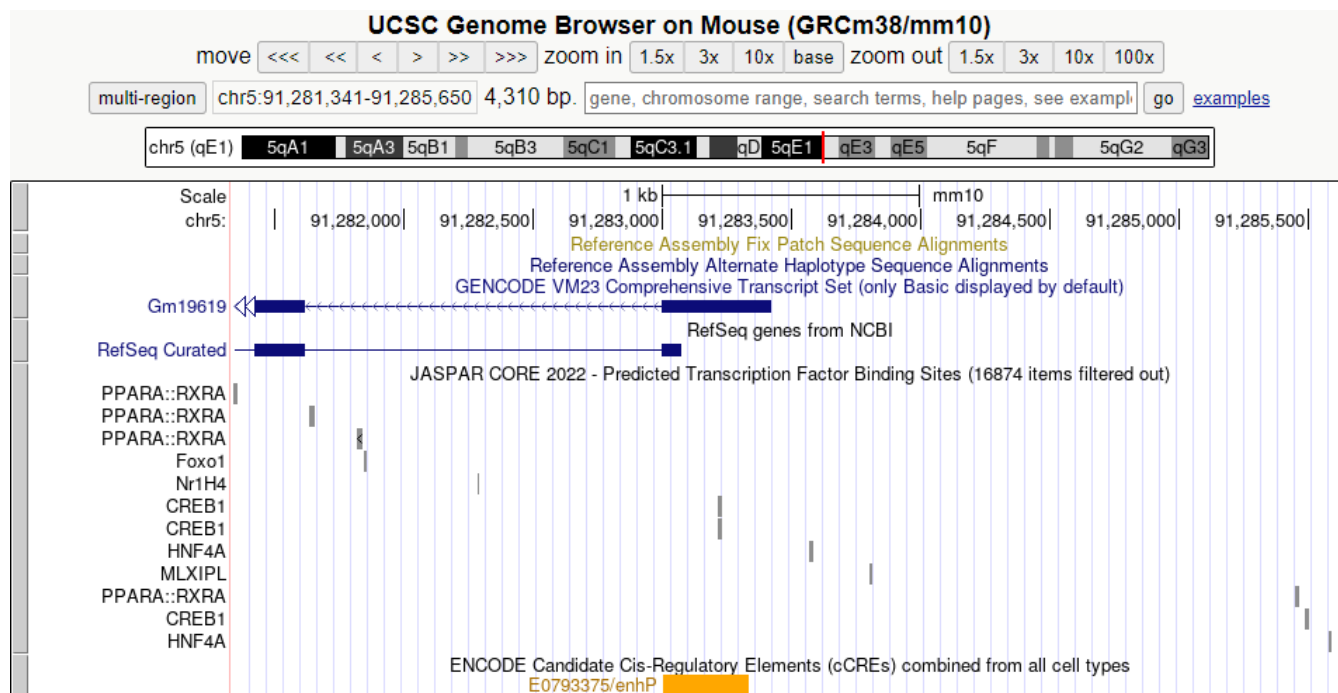

**Supplementary Figure 6. The prediction of potential transcription factors binding around Gm19619 promoter region by JASPAR.** Note that the putative promoter region of Gm19619 may be bound by CREB1, PPAR $\alpha$ , FXR, or other TFs known to regulate glucose metabolism in fasted and fed states.

Fig. 2c

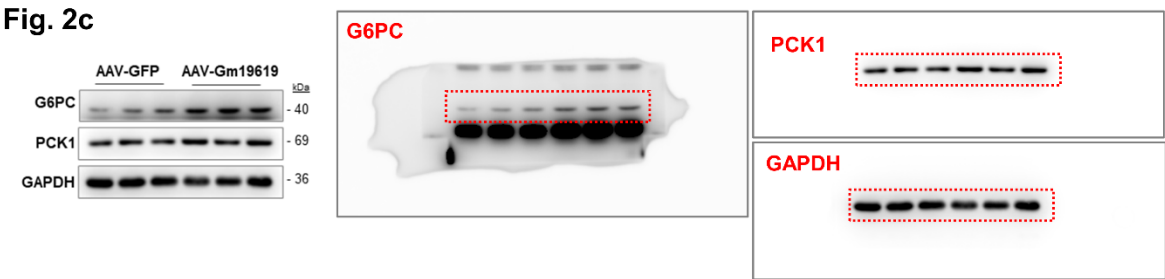

Fig. 3d

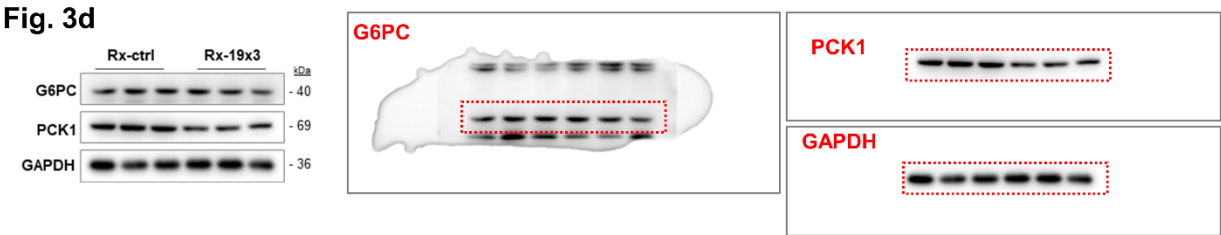

Fig. 5h

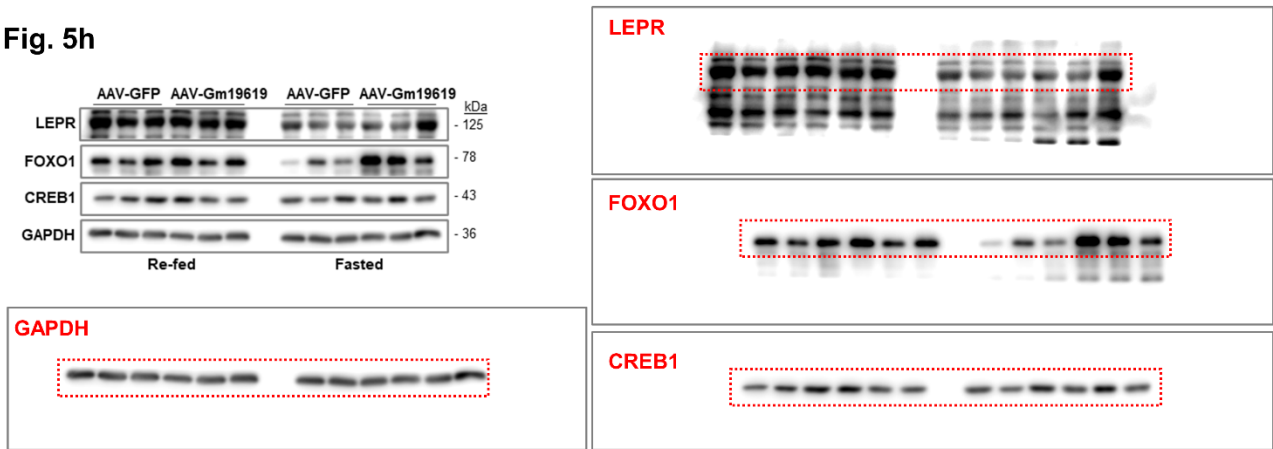

Fig. 5j

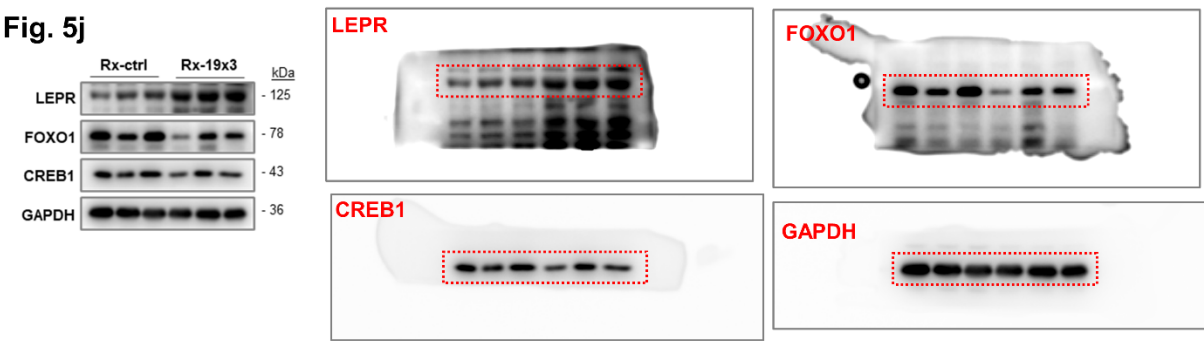

Supplementary Figure 7. Uncut western blot images.

**Supplementary Table 1. Sequences of *Gm19619* ChIRP probes.**

| Name             | Sequence             |
|------------------|----------------------|
| Gm19619_probe_1  | aaggagagtgaagtggcagt |
| Gm19619_probe_2  | gacactgagcccaatagaat |
| Gm19619_probe_3  | tgtgccatgtgaaagcagag |
| Gm19619_probe_4  | ttcaaggtcattgacacacc |
| Gm19619_probe_5  | gaaaagacccggacttgga  |
| Gm19619_probe_6  | actactgctacatgagatct |
| Gm19619_probe_7  | gggaactgagctgtgagatg |
| Gm19619_probe_8  | cagattgtggatagtgatga |
| Gm19619_probe_9  | ctatgggttctggacagctc |
| Gm19619_probe_10 | aagcacattccgaaggagt  |
| Gm19619_probe_11 | tatctttgagcttcgagacc |
| Gm19619_probe_12 | tcaccagatgagctaacaa  |
| Gm19619_probe_13 | cagatgatacgatgtcccaa |
| Gm19619_probe_14 | gtggcatactgtcatatata |

**Supplementary Table 2. Sequences of primers for QPCR.**

| <b>Gene Name</b> | <b>Forward Primer (5'-3')</b> | <b>Reverse Primer (5'-3')</b> |
|------------------|-------------------------------|-------------------------------|
| <i>Gm19619</i>   | AAGCATCAGAGTCCAGGGTC          | CGGAAATGTGCTTGCCCTAA          |
| <i>Rnu2</i>      | GGAGTTGGAATAGGAGCTTGC         | TGCACCGTTCCTGGAGGTAC          |
| <i>Gapdh</i>     | AGGTCGGTGTGAACGGATTTG         | TGTAGACCATGTAGTTGAGGTCA       |
| <i>Rplp0</i>     | TCGGGTCCTAGACCAGTGTTT         | AGATTCGGGATATGCTGTTGGC        |
| <i>G6pc</i>      | CGACTCGCTATCTCCAAGTGA         | GTTGAACCAGTCTCCGACCA          |
| <i>Pck1</i>      | CTGCATAACGGTCTGGACTTC         | CAGCAACTGCCCCGTACTCC          |
| <i>Srebf1</i>    | TGACCCGGCTATTCCGTGA           | CTGGGCTGAGCAATACAGTTC         |
| <i>Scd1</i>      | TTCTTGCGATACTCTGGTGC          | CGGGATTGAATGTTCTTGTCGT        |
| <i>Fasn</i>      | GGAGGTGGTGATAGCCGGTAT         | TGGGTAATCCATAGAGCCCAG         |
| <i>Cd36</i>      | ATGGGCTGTGATCGGAACTG          | GTCTTCCCAATAAGCATGTCTCC       |
| <i>Lepr</i>      | TGGTCCCAGCAGCTATGGT           | ACCCAGAGAAGTTAGCACTGT         |
| <i>Plcg1</i>     | ATCCAGCAGTCCTAGAGCCTG         | GGATGGCGATCTGACAAGC           |
| <i>Prkar2a</i>   | GAGGAGGATAACGATCCAAGGG        | TGCTCGTCAGTTTTGACAATCTT       |
| <i>Areg</i>      | TGCACAGTCCCGTTTTCTTG          | CAGTGCACCTTTGGAAACGA          |
| <i>Btc</i>       | TTCTCACAGATGCAGGAGGG          | GGGAACACAACCAGAACACC          |
| <i>Acs1</i>      | TGCCAGAGCTGATTGACATTC         | GGCATAACCAGAAGGTGGTGAG        |
| <i>Pnpla2</i>    | CAACGCCACTCACATCTACGG         | GGACACCTCAATAATGTTGGCAC       |
| <i>Lipe</i>      | CCAGCCTGAGGGCTTACTG           | CTCCATTGACTGTGACATCTCG        |
| <i>Cpt1a</i>     | CTCCGCCTGAGCCATGAAG           | CACCAGTGATGATGCCATTCT         |
| <i>Cpt1b</i>     | GCACACCAGGCAGTAGCTTT          | CAGGAGTTGATTCCAGACAGGTA       |

# Supplementary material for: Downregulation of hepatic lncRNA Gm19619 improves gluconeogenesis and lipogenesis following vertical sleeve gastrectomy in mice
**Source:** Commun Biol. 2023 Jan 27;6:105. doi: 10.1038/s42003-023-04483-0
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used.

Data analysis For RNAseq analysis, FastQC (version 0.10.1) was used for quality control and STAR (version 2.6.0.a) was used for the alignment to the mouse reference genome (mm10). The read counts were calculated by featureCounts in Subread package (2.0.1). R (version 4.2.0) and DESeq2 (version 1.37.0) were used for the differential expression analysis. The counts were presented as FPKM (Fragments Per Kilobase Million). The heatmap was drawn by using pheatmap (version 1.0.12).  
For ChIP data analysis, MACS2 was used for peak calling. ChIPseeker(1.30.3) and ChIPpeakAnno (3.28.1) were used to annotate the peaks and find the overlapping peaks among different samples. MATCH tool of TRANSFAC (Version 2.0) was used for TFs prediction.  
No custom code has been developed and applied in this study.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All source data underlying the graphs and charts presented in the main figures are in the Supplementary Data 1 (Excel file). The uncropped western blot images for

Fig. 2c, 3e, 5h, 5i are in Supplementary Figure 7. The RNAseq and ChIRP seq data that support the findings of this study have been deposited in the NCBI GEO database (GSE218931, GSE218904, GSE218905). All other data are available from the corresponding author on reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Field work, collection and transport

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Palaeontology and Archaeology

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                                  | Yes                      |                            |

### Experiments of concern

Does the work involve any of these experiments of concern:

- | No                                  | Yes                      |                                                                             |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

Files in database submission

Provide a list of all files available in the database submission.

Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

### Methodology

Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

## Software

*Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.*

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

*Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.*

Instrument

*Identify the instrument used for data collection, specifying make and model number.*

Software

*Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.*

Cell population abundance

*Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*

Gating strategy

*Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.*

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

*Indicate task or resting state; event-related or block design.*

Design specifications

*Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.*

Behavioral performance measures

*State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).*

### Acquisition

Imaging type(s)

*Specify: functional, structural, diffusion, perfusion.*

Field strength

*Specify in Tesla*

Sequence & imaging parameters

*Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.*

Area of acquisition

*State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.*

Diffusion MRI

☐ Used

☐ Not used

### Preprocessing

Preprocessing software

*Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).*

Normalization

*If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.*

Normalization template

*Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.*

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling & inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ BothStatistic type for inference  
(See [Eklund et al. 2016](#))

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models & analysis

n/a | Involved in the study

☐☐ Functional and/or effective connectivity☐☐ Graph analysis☐☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

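The data analysed here are the ChIRP-seq peak lists of 2 libraries from pooled hepatocytes of wild-type mice, 1 retrieved with the odd and 1 with the even probes against *Gm19619*. With 1 sample per probe set, no comparison between conditions was made. Samples were assigned to the odd and even probes from their labels and the methods. RNA-seq, qPCR and western blot data were not used here.

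The authors mapped 101-bp reads to mm10 and called peaks in each library with MACS2 (2.1.1.20160309), with model building and local background switched off, reads extended to 200 bp, at most 1 read per position and a q-value limit of 0.05. The paper's text does not name the aligner. In the deposited lists, the pileup is the authors' signal at the summit, in extended reads, and is not scaled between libraries. The authors' fold enrichment is a ratio of that signal, plus 1, to the library's genome-wide background, plus 1. The deposited −log10 values are the peak caller's p-value and q-value on that scale. The headings of both −log10 columns were damaged, and the columns were identified by the order in which MACS2 writes them. In the even list, 1 start position contained letters and was restored from the end and the length. Because no control library entered the peak calling, regions that collect reads in any library are not removed. The removal of duplicates left 11.4% of odd and 10.7% of even reads, which limits the detection of weak peaks in both.

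From these lists the following was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with figures drawn in matplotlib 3.10.9. Overlap between lists required at least 1 bp and was compared with 1000 random placements of the even peaks, leaving out placements with mostly undetermined sequence. Genomic categories were assigned in the order ChIPseeker uses, from GENCODE vM21 comprehensive transcripts, to peaks with a pileup over 5 and a length over 200 bp, as the legend of Fig. 5b states. They were compared with 10 random draws. At named genes, peaks were counted in the browser windows the paper shows, and the counts were set beside 10000 random windows of the same length on the same chromosome. For *Areg* and *Btc*, which have no such window, 5000 bp were added on each side of the gene. The random windows were not matched for the height of peaks or for probe sites. Probe sequences from Supplementary Table 1 were searched on both strands of the genome for runs of at least 12 matching bases, with regions 10000 bp away as control and Fisher's exact test on counts of peaks. Telomeric repeats were searched as at least 3 tandem copies. Peak heights were compared across overlapping peaks by Spearman's rho and Pearson's r with 100000 permutations. Sequences of peaks on the Y chromosome were compared with the rest of the genome by blastn 2.17.0. Shares are given with 95% Wilson intervals, which cover counting error only, and a count of 0 allows up to 3.

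The genes and peaks named in the text were fixed before the data were examined. They are the genes the paper names for these data with the neighbours *Areg* and *Btc*, and the 5 highest peaks of each list and of the shared peaks. Alternatives fixed at the same time were stricter thresholds on −log10 q (5) and fold enrichment (10), the filter of Fig. 5b or all peaks, other overlap rules, a promoter of 1000 bp, shared peaks only, other windows around genes, other lengths of probe runs or repeat copies, and pileup in place of fold enrichment. RefSeq curated transcripts, a downstream region of 3000 bp and assignment by the summit base were added after the first category shares were seen.

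The search for probe runs was tested on simulated data. It recovered 100% of planted runs among 2000 regions, called 0.222% of the other regions and 0.15% for the set that was not planted. The overlap count recovered 100% of planted pairs among 2000 regions, all 10 regions of known category were assigned to it, and 50 Fisher tables gave the p of scipy. The pathway analysis and the transcription factor search were not repeated, since their databases were not used here.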

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

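The search for probe runs, and the tests of reversed probe sequences, of other stretches of the RNA, of imperfect pairing, of copies of Y chromosome sequence and of the heights of telomeric peaks, were set before their results were seen. Reading the probe runs as direct pairing, and the tests of the position of Y peaks and of repeats among the highest shared peaks, were chosen only after the result was seen.

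Most peaks appeared in one list only, and many of these carried sequence of the probes that retrieved them. The paper does not report matches of the probes elsewhere in the genome. Runs of at least 12 bases of a probe of the same set were present in 3960 of the 13665 odd-only peaks (29.0%) and in 875 of the 3048 even-only peaks (28.7%), above the 3 that a count of 0 allows and above the 34 and 4 in regions 10000 bp away. Base composition of the probes was argued against by the odd probes read backwards, which matched 0.285% of odd-only peaks. Pairing of *Gm19619* RNA with DNA through its own sequence was argued against by stretches of 20 nt of the RNA outside the probe sites. Their median share was 0.0512% of odd-only peaks, while the median over odd probes was 3.58%. The values are consistent with the probes pairing directly with genomic DNA that carries part of their sequence, and the share of 29.0% against 0.190% for probes of the other set is what that explanation needs. Imperfect pairing may extend to peaks without a run of 10 bases. In 79.6% of such odd-only peaks, ties left out, the best gap-free match was to the own set, against 53.0% in regions 10000 bp away. The same comparison gave 58.6% against 46.5% for the even list. This remains a hypothesis, since a library without probes or with the RNA digested was not analysed here, and how many peaks reflect *Gm19619* RNA cannot be counted from these lists.

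The libraries came from female mice, and the lists nonetheless held 14 odd and 13 even peaks on the Y chromosome, above the 3 that a count of 0 allows. The paper does not report peaks by chromosome. Male cells among the hepatocytes were argued against by position, since 24 of the 27 peaks lay above 90 Mb, between 90.73 and 90.81 Mb, in a part that holds 0.959% of the known bases of the chromosome. Reads that also match an exact copy on another chromosome were argued against too, because the sequence at the summit had such a copy for 2 of 27 peaks. Near-identical copies stay open. A copy of at least 95% identity over at least 90 bp was found on another chromosome for 12 of 27 peaks, neither most nor few of them. For 20 of 27, a weaker or equal match lay in the last 2 Mb of the X chromosome, where the odd list has 10 and the even list 8 peaks. A candidate explanation is that reads from sequence shared by X and Y were placed on the Y. No biological explanation was tested.

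Of the 596 odd peaks shared with the even list, 296 lay mostly in soft-masked sequence (49.7%), against 30.7% of regions 10000 bp away. Of the odd-only peaks, 16.1% did, against 23.5% of regions 10000 bp away. The paper does not report the repeat content of its peaks. Of the 20 highest shared peaks, 16 were mostly soft-masked or mitochondrial. This is consistent with repeat sequence on which reads from many copies pile up in any library. Of the 25 shared pairs with telomeric repeats, 96.0% had fold enrichments within 2 times of each other, which could have the same source. *Gm19619* RNA at these sites, retrieved by both probe sets, cannot be told apart from it, because no library without probes was analysed here. Only 1 of the 20 pairs lay at the *Gm19619* gene itself.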

How the results depend on the processing

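RefSeq transcripts, the 3000 bp downstream region and the summit base were chosen only after the result was seen, and the other settings before. No paired analysis was possible because each probe set has 1 library.

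The overlap between the lists exceeded the random overlap under each of the 5 alternatives (permutation test, p = 0.001, the smallest the draws allow). The number of overlapping odd peaks ranged from 160, with a fold enrichment of at least 10, to 745, with a gap of up to 1000 bp allowed, around 596. The number of peaks depended on the threshold. A fold enrichment of at least 10 left 4429 odd and 673 even peaks, and a −log10 q of at least 5 left 2404 even peaks. A stricter threshold removes peaks by construction.

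The category shares depended on the promoter definition, the annotation and the peaks included. With 1000 bp either side of a transcription start, promoters held 12.4% of odd, 11.1% of even and 12.2% of pooled peaks. The pooled shares then were 0.145% for 5′ UTRs, 2.09% for 3′ UTRs, 4.27% for exons, 40.0% for introns, 0.238% downstream and 41.1% distal intergenic. A narrower promoter passes peaks to the other categories by construction. With RefSeq curated transcripts, promoters held 11.5%, 9.85% and 11.2%, and pooled exons held 3.92%, introns 35.6% and distal intergenic sequence 47.6%. With RefSeq transcripts and the narrower promoter, promoters held 6.34%, 4.64% and 6.02%, 5′ UTRs 0.218%, exons 4.40%, introns 38.1% and distal intergenic sequence 49.4%. With peaks assigned by the summit base, promoters held 23.1% of odd and 22.9% of pooled peaks, 5′ UTRs 0.0198%, 3′ UTRs 1.18%, exons 1.42% and introns 36.1%. With a downstream region of 3000 bp, downstream held 2.31% and distal intergenic sequence 35.8%. Among peaks shared by both sets only, promoters held 29.2%, 28.1% and 28.7%, 5′ UTRs 0.0%, 3′ UTRs 1.02%, exons 3.25%, introns 26.9%, downstream 0.0928% and distal intergenic sequence 40.1%. For these shared peaks, the cause was not tested. All deposited peaks, or a −log10 q of at least 5, left the shares within their intervals. Introns and distal intergenic sequence together held the majority of peaks under every setting.

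At the named genes, the counts depended on the window. With the gene body and 5000 bp on each side, the odd list had 0 peaks at *Lepr*, and the odd and even lists had 0 and 0 at *Adcy8*, because the peaks lie further out. *Prkar2a* had 2 odd peaks in place of 3. With 50000 bp on each side, the odd list had 2 peaks at *Lepr*, 2 at *Foxo1* and 1 at *Areg*. The filter of Fig. 5b left 4 of the 5 odd peaks at *Gm19619*. The counts at *Npy* and *Btc* were 0 in both lists under each window and threshold tried.

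The excess of probe runs over regions 10000 bp away held under each of the 5 alternatives, in both lists. The share of odd-only peaks with a run of their own set ranged from 5.85% (14 bases) to 56.9% (10 bases), and that of even-only peaks from 8.83% to 45.0%. Searching only 100 bp either side of the summit gave 22.4% and 22.1%. Telomeric repeats exceeded their control in both lists under each of the 4 alternatives. The rank correlation of shared peak heights was the same with pileup, because fold enrichment rises with pileup within a library. With 1 library per set and no replicates, none of these settings speaks to variation between experiments.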

Differences from the paper's values

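The alternatives that use RefSeq transcripts, a downstream region of 3000 bp and the summit base were chosen only after the result was seen.

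The promoter share of pooled peaks was 23.7%, while the paper's value is 9%. Of the alternatives set before the data were examined, a promoter of 1000 bp either side of a transcription start came within 1.5 times the paper's value (12.2%). All deposited peaks (23.2%), a −log10 q of at least 5 (23.5%) and shared peaks only (28.7%) did not. RefSeq curated transcripts gave 11.2%, and with the narrower promoter 6.02%. Both values also fall within 1.5 times the paper's, and both settings were chosen after seeing the values.

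The share in 5′ UTRs was 0.0660% against the paper's 0.21%, in 3′ UTRs 1.49% against the paper's 2.34%, and in exons 2.85% against the paper's 5.51%. For each of the 3, the promoter of 1000 bp was the alternative set before the data were examined that came within 1.5 times the paper's value (0.145%, 2.09% and 4.27%). All deposited peaks, the stricter q and shared peaks only did not. RefSeq transcripts with the narrower promoter, chosen after seeing the values, gave 0.218%, 1.57% and 4.40%, and RefSeq transcripts alone came within 1.5 times the paper's value for exons only (3.92%).

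The downstream share was 0.152% against the paper's 1.08%. None of the alternatives set before the data were examined came within 1.5 times of it, the highest being 0.238% with the promoter of 1000 bp. A downstream region of 3000 bp, chosen after seeing the values, overshot it with 2.31%. Intron (33.8% against the paper's 40.59%) and distal intergenic shares (37.9% against the paper's 41.27%) were within 1.5 times of each other.

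For the loci named next, the paper shows signal tracks, while the deposited lists hold called peaks. The tracks were not analysed here, so signal below the peak threshold is not covered. The paper describes binding at the promoter of *Foxo1*. The nearest peak to the 5′ end of the gene was 86376 bp away in the odd list and 67853 bp in the even list, and the odd peak in the window lay 1491 bp past the 3′ end. The paper lists *Npy* among the bound loci. Neither list had a peak within 50000 bp of it, and the nearest lay 62508 bp (odd) and 62504 bp (even) from its 5′ end. The paper describes binding at the upstream region and the locus of *Lepr*. The odd list had 1 peak 19598 bp upstream, and neither list had a peak in the gene. The paper takes its pathway genes from overlapping peaks. No overlapping peak was found in the windows of *Lepr*, *Plcg1*, *Adcy8*, *Prkar2a* or *Npy*. The peaks at *Lepr*, *Plcg1* and *Prkar2a* were in the odd list only, and those at *Adcy8* lay at different positions in each list.

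Fig. 5f draws the tall signal upstream of *Lepr* in the Even track, and Fig. 5e draws a tall signal over exon 1 of *Gm19619* in the Even track, both read by eye. In the deposited lists, the peaks at these positions are in the odd list, with fold enrichments of 27.0 and 69.2, and the even list has none there.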

Other observations

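The tests of depth, of carry-over between libraries, of exon edges, of the peaks at exons 1 and 2 and of the labels of the lists were chosen only after the result was seen.

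The odd list held 3.92 times as many peaks as the even list. A lower depth of the even library was argued against, since it had 1.01 times as many reads left after filtering. No biological explanation was tested, because both libraries came from the same hepatocytes.

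Some peaks that carry a probe run of 12 bases appeared in both lists. Outside *Gm19619*, 44 shared pairs carried a run of an odd probe only, and all 44 were higher in the odd list. Of the 13 pairs with a run of an even probe only, 11 were higher in the even list. Together, 96.5% were higher in the list of the set whose sequence they carry, while among 561 pairs without a run 54.4% were higher in the odd list. The pairs were also strong, with a median fold enrichment in the odd list 2.47 times that of peaks with an odd run that were not shared. Reads carried over from the odd to the even library are argued against by peaks of equal height. Of the 239 odd peaks with a fold enrichment of at least 20 and a run of an odd probe other than probe 7, 0 (0.0%, 95% interval 0.0 to 1.58%) overlapped an even peak, while 29 of the 197 with a run of probe 7 did (14.7%, 10.4 to 20.3%). The median fold enrichment was 24.4 in each group. Among the 45 shared odd peaks with an odd run, 41 carried a run of probe 7. A probe carried over between the sets is a candidate explanation. Retrieval of *Gm19619* RNA by both probe sets at these sites stays open as well, because a library without probes was not analysed here.

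At *Gm19619* itself, peaks over exons could come from spliced RNA or cDNA carried into the libraries. Reads of such molecules would end at the exon edges, and their extension to 200 bp adds at most 99 bp. At exons 1, 4 and 6 each peak reached further than this on at least 1 side, which argues against this source there. Taking the larger of the lists at each exon, the smallest of the largest extents was 221 bp. The even peak at exon 4 had the smallest reach of these peaks, with 188 bp on the left and 89 bp on the right. At exon 2 the largest extent was 113 bp, too close to 99 bp to decide. Probes pairing directly with the DNA of the exon remain open at exons 4 and 6, which hold sites of both sets and had a peak in both lists. The same explanation remains open at exon 1. Exon 1 holds a site of the odd set only and had a peak with a fold enrichment of 69.2 in the odd list. The even list had none there, as that explanation needs. Exon 2 holds no site of an odd probe, and the longest run of an odd probe in its odd peak was 7 bases. This peak had a fold enrichment of 11.2, which argues against pairing with the site of an odd probe there. The peak also holds 11 bases of probe 2 of the even set, and its best gap-free match scored 10 for the odd and 11 for the even set. Imperfect pairing, or an even probe carried over, therefore stays open at exon 2. Binding of the RNA to its own gene is not excluded by these values.

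A peak at exon 1 of *Gm19619* and one upstream of *Lepr* are drawn in the Even track of Fig. 5e and f, read by eye, and are in the odd list. Peak lists labelled with the wrong probe set were argued against by the probe sequences, as runs of even probes were present in 0.190% of odd-only peaks, against 0.249% of regions 10000 bp away. The tracks themselves were not analysed here.

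The first motif drawn in Supplementary Fig. 5a resembles, read by eye and not tested, the sequence CATCTCACAGCTCAGTTCCC to which probe 7 is complementary. Of the 596 shared odd peaks, 41 contained a run of at least 12 bases of this probe, more than of all other odd probes together, since 45 contained a run of any odd probe.

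Near the neighbours of *Gm19619* on chromosome 5, the odd list had a peak 8830 bp from the 5′ end of *Areg* (91130353–91130769, fold enrichment 14.5), and the even list had none within 50000 bp of it. Neither list had a peak within 50000 bp of *Btc*.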
